# Single-cell transcriptomic profiling of microvascular endothelial cell heterogeneity in congenital diaphragmatic hernia

**DOI:** 10.1038/s41598-023-37050-y

**Published:** 2023-06-17

**Authors:** Jason O. Robertson, Peter Bazeley, Serpil C. Erzurum, Kewal Asosingh

**Keywords:** Angiogenesis, Disease model, Intrauterine growth, Organogenesis

## Abstract

Congenital diaphragmatic hernia (CDH) is a neonatal anomaly that includes pulmonary hypoplasia and hypertension. We hypothesized that microvascular endothelial cell (EC) heterogeneity is different in CDH lungs and related to lung underdevelopment and remodeling. To test this, we evaluated rat fetuses at E21.5 in a nitrofen model of CDH to compare lung transcriptomes among healthy controls (2HC), nitrofen-exposed controls (NC) and nitrofen-exposed subjects with CDH. Single-cell RNA sequencing with unbiased clustering revealed 3 distinct microvascular EC clusters: a general population (mvEC), a proliferative population and a population high in hemoglobin. Only the CDH mvEC cluster had a distinct inflammatory transcriptomic signature as compared to the 2HC and NC endothelial cells, e.g. greater activation and adhesion of inflammatory cells and production of reactive oxygen species. Furthermore, CDH mvECs had downregulated *Ca4*, *Apln* and *Ednrb* gene expression. Those genes are markers for ECs important to lung development, gas exchange and alveolar repair (mvCa4+). mvCa4+ ECs were reduced in CDH (2HC [22.6%], NC [13.1%] and CDH [5.3%], *p* < 0.0001). Overall, these findings identify transcriptionally distinct microvascular endothelial cell clusters in CDH, including the distinctly inflammatory mvEC cluster and the depleted group of mvCa4+ ECs, which together may contribute to pathogenesis.

## Introduction

Congenital diaphragmatic hernia (CDH) is a severe developmental anomaly that affects 1 out of every 2500 newborns. Significant pulmonary hypoplasia and pulmonary hypertension (PH) complicate the disease and result in high morbidity and mortality^1^. Lungs in these infants are characterized by smaller, fewer and more primitive alveoli, thickening of the alveolar septa in the terminal airways^2,3^, and microvascular networks that are less extensive with decreased arborization and density^4^. These changes are generally considered to be a consequence of two hits: (1) as yet unidentified underlying pathologic changes and (2) the consequences of lung compression^5–9^. The most common model of CDH involves administration of the herbicide nitrofen to pregnant rats, which results in diaphragmatic defects, pulmonary hypoplasia and pulmonary hypertension in fetuses^10–12^. The nitrofen model mirrors the two hit development of lung disease in CDH, as well as the decreased vascularity and alveolar changes^13^. 

Lung vascular development progresses most rapidly during the fetal period of lung development. The last stage of fetal lung development, the saccular stage, occurs between 26–38 weeks gestation in humans and embryonic day (E) 20 to postnatal day (P) 4 in rats^10^. In this stage, there is a tremendous expansion of the airway surface that is accompanied by a significant increase in capillary growth^10^. These developmental processes require a high level of spatial coordination and precise endothelial-epithelial crosstalk for proper completion. There is increasing evidence that endothelial cell heterogeneity in the vasculature is substantial and that these distinct functional and/or spatial subsets of cells uniquely contribute to health and disease^14–19^. The role of endothelial cell heterogeneity during fetal lung development in CDH and how derangements in different endothelial clusters contribute to the disease has not been previously studied.

Under-developed and remodeled lung and pulmonary vasculature are the central components of the most severe CDH-associated PH^20,21^. Sprouting of new capillaries at the expanding tips of the distal epithelium, a process known as distal angiogenesis^22^, is rate limiting to airway formation and particularly important during maturation of sacculi and alveoli^23^ to the point that decreased lung vascular growth during development contributes to the etiology of pulmonary hypoplasia^24,25^. Given this and the fact that the vast majority of the lung endothelium is microvascular^26,27^, a closer delineation of microvascular endothelial cells in CDH is warranted to better understand the disease pathogenesis. All studies to date have looked at individual factors or pathways and hypothesized focused connections to pulmonary hypoplasia and hypertension, but none have taken an unbiased, single cell transcriptomics approach to study developing pulmonary endothelium^12,28^.

We hypothesized that microvascular endothelial cells contribute to abnormal lung development in congenital diaphragmatic hernia. To test this, we used single cell RNA-sequencing (scRNA-seq) to characterize pulmonary endothelial cell heterogeneity and differential gene expression (DGE) patterns in E21.5 healthy, nitrofen exposed and nitrofen-induced CDH lungs. This enabled identification of multiple, transcriptionally distinct microvascular endothelial cell subclusters and determination of the impact of lung compression (i.e. the second hit).

## Results

### Phenotyping of E21.5 Fetal Lungs

Whole cell scRNA-seq was performed with fresh preparations of fetal lung tissue, making selection of lungs dependent on gross rather than microscopic phenotyping (Fig. 1a–d). The two measurements that were weighted most heavily in selecting lungs for analysis were the weight and the left-to-right lung length ratios. Mean (± SD) weights of lungs selected for each group were 53.1 ± 1.5 g, 31.0 ± 7.9 g, and 18.6 ± 4.2 g for the 2HC, NC and CDH groups, respectively (*p* < 0.0001) (Fig. 1c). This compared to average weights of 46.1 ± 3.5 g for unused 2HC lungs and 16.7 ± 4.3 g for the unused CDH lungs. Fewer nitrofen exposed lungs were available from our experimental rats, so only one was unused, weighing 18.8 g. Therefore, CDH lungs used for scRNA-seq were on average 35% the size of healthy controls and 60% the size of nitrofen exposed lungs without diaphragmatic defects. Lungs from the NC group were most variable in size across rats.

**Figure 1:**

Left CDH lungs selected for scRNA-seq were significantly more hypoplastic than healthy controls (2HC) and nitrofen exposed lungs without an ipsilateral diaphragmatic defect (NC). Measurements of length (**a**), width (**b**) and weight (**c**) were decreased in a stepwise fashion with nitrofen exposure and lung compression in the NC (n = 5) and CDH (n = 5) groups, respectively. Only lungs included in the analysis are included in these graphs. Lung compression affected the lungs ipsilateral to the diaphragmatic defect causing discordance between the sizes of the left and right lungs (**d**). Hematoxylin and eosin stains show representative sections of lungs similar to those used for scRNA-seq for 2HC (**e**), NC (**f**) and CDH (**g**). These images show hypoplasia in both the NC and CDH lungs with progressive thickening of the alveolar septums, obliteration of the alveolar airspaces and thickening of the arteries. Scale bars are at 200 µm. A = airway, Art = artery.

Lung weights can vary with size of the fetuses, so measuring the ratio of the left-to-right lung length provided the best assessment of how lung compression affected the development of the lung ipsilateral to the diaphragmatic defect. On average, selected left CDH lungs were 59.5 ± 9.7% the length of their matched right lung (Fig. 1d). Even though selected lungs were slightly heavier than unused lungs, the unused left lungs were on average 72.4 ± 6.3% the length of the right lungs, indicating that the selected lungs were impacted more by left lung compression. Left and right lungs from the 2HC and NC groups were evenly matched in terms of length.

Representative hematoxylin and eosin stains of lungs similar to those used for scRNA-seq (from the same litters of pups for 2HC and CDH) are additionally presented for 2HC (Fig. 1e), NC (Fig. 1f) and CDH (Fig. 1g) to illustrate the phenotype. Histology demonstrated progressive thickening of the alveolar septae and pulmonary arteries and obliteration of the alveolar spaces consistent with the known changes in our model. These sections showed clear changes from lung compression that were additive to the effect of nitrofen alone.

### Composition and identification of cell types in E21.5 fetal rat lungs

Figure 2 provides an overview of the experimental groups. 

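Lungs of rat fetuses were collected at embryonic day 21.5 and their cells were captured in droplets in 4 libraries, each a pool of 5 lungs. The 2HC group had 2 libraries, named Original and New, and the NC and CDH groups had 1 library each. Nitrofen, the teratogen behind the diaphragmatic defect of this model, had been given to the NC and CDH dams as 100 mg on embryonic day 9.5. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell barcode from Cell Ranger, with the names of the cells they kept. Of the deposited barcodes, 15287 of 23198 were kept in 2HC Original, 3227 of 4895 in 2HC New, 12221 of 19918 in NC and 6453 of 10518 in CDH. The kept cells had medians of 3381, 8588, 3991 and 4067 UMIs in the same order. Some deposited cell type names went against the marker genes of their cells, such as AT2 in both healthy libraries (mostly pericyte markers) and mv ECs in CDH (mostly matrix fibroblast markers), while others matched, such as AT2 in NC and mv ECs in the other 3 libraries. The kept cells of all libraries were therefore clustered together and named from marker lists, with Ca4, Ednrb, Apln and Pcdha13 left out of the clustering. This rebuilding was chosen after seeing the data, and a difference from the study may come from these rebuilt names.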

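The NC and CDH libraries shared 10002 cell barcodes, which were 50.2% of the NC barcodes and 95.1% of the CDH barcodes, where 30.8 shared barcodes would arise by chance. The gene counts at a shared barcode had a median cosine similarity of 0.979 between both libraries, against 0.347 for barcodes paired at random. NC values are given for the library as deposited, and many of them again for its 5867 kept cells whose barcodes were not shared with CDH, a choice made after seeing the data. Gene counts were summed per library within a cell type and compared with edgeR's quasi-likelihood test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change (log2FC) over 1. No map from cells to lungs was analysed here, so a library was the replicate. The only residual spread was that between the 2 healthy libraries, with 1 residual degree of freedom. In the main mvEC and mvCa4+ fits edgeR pooled that spread over genes (infinite prior degrees of freedom). A gene's own difference between the healthy libraries thus did not raise its p value. Shares of cells carry exact (Clopper-Pearson) 95% intervals for counting error alone, since cells are not replicates. Shares were not tested between groups, since an exact permutation of 1 library against 2 cannot give a p under 0.33.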

Clusters for the healthy lung control group (2HC), the nitrofen exposed control group (NC), and the nitrofen-exposed CDH group (CDH) are shown (Fig. 2, lower panels). No unique clusters were apparent between groups. 

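The kept cells of the 4 libraries formed 47 clusters, of which 33 could be named from their markers. No cluster drew over 90% of its cells from NC or from CDH. Of the 6453 kept CDH cells, however, 6229 had a barcode that was also kept in NC. A cluster unique to CDH lungs could thus hardly reach 90%, so whether one exists cannot be told from this. A macrophage, an AT2 and an AT1 cluster each drew over 90% of their cells from 2HC New, the library with the most UMIs per cell. No NC cell was found in 3 of the clusters, no CDH cell in 3 and no 2HC Original cell in 2. The endothelial cells were clustered again on their own and formed 13 clusters, and 3 of these were pooled as mvECs. The mvEC cluster with the most cells was led by Igfbp2 and Gpihbp1, although immune and heme genes (C1qb, Hbe1 and Hmox1) were also among its leading genes. Scn7a and Adgrl3 led another mvEC cluster, and Ca4, Pcdha13 and Ednrb led the last one. A further 6 endothelial clusters with 417 of the 6695 cells remained unnamed.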

All clusters were identified by using known cell type selective markers following unbiased high resolution clustering (Supplemental Figs. S1, S2, and S3)^29–35^. Endothelial cells comprised 15.9%, 20.6% and 20.9% of total cells for the 2HC, NC and CDH groups, respectively. These counts included five endothelial cell subclusters: the general population of microvascular ECs (mvEC), proliferative microvascular ECs (mvProlif), microvascular ECs high in hemoglobin (mvHH), macrovascular arterial ECs (maArterial) and macrovascular venous ECs (maVenous) (Supplemental Fig. S1). 

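The 5 EC clusters held 14.4% of the kept cells in 2HC (95% interval 13.8–14.9%, 2657 of 18514 cells), with 13.9% in 2HC Original and 16.7% in 2HC New. The share was higher than in either healthy library in NC, at 19.3% (18.6–20.0%, 2363 of 12221), and in CDH, at 19.5% (18.5–20.5%, 1258 of 6453). Without the barcodes shared with CDH, NC stood at 19.0% (18.0–20.0%, 1114 of 5867). With the unnamed endothelial clusters added, the shares were 15.9% in 2HC, 20.0% in NC and 20.3% in CDH.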

Characteristics of microvascular *Ca4*^+^ endothelial cells are reported, but these cells were manually selected based on *Ca4*^+^ gene expression and do not represent a discrete cluster of ECs on our UMAPs (Supplemental Fig. S1).

**Figure 2:**

Overview of experimental groups and identification of endothelial cell clusters from whole lung single cell preparations. Left lungs were collected from three experimental groups of rat fetuses during the saccular stage of fetal lung development (E21.5) and pooled for analysis. The healthy control group (2HC, n = 10) received a sham treatment and developed with both normal diaphragms and lungs. The nitrofen control (NC, n = 5) group acquired comparatively mild bilateral lung hypoplasia following exposure to nitrofen but developed with intact diaphragms. The CDH group (n = 5) consisted of nitrofen exposed fetuses that developed with a ≥ 50% left-sided diaphragmatic defect, resulting in a “second hit” of lung compression from herniated abdominal viscera. Single cell transcriptomic profiling was performed for pooled lung specimens from each of these three groups. Major lung cell types were identified within UMAPs that were generated using an iterative, unbiased clustering strategy. This approach identified 5 separate clusters of endothelial cells, including two macrovascular cell clusters (maArterial and maVenous) and three microvascular cell clusters (mvEC, mvHH, and mvProlif). AT1 = type I alveolar cells, AT2 = type 2 alveolar cells, BP = bipotential alveolar progenitors, FB = fibroblasts, FB PC = fibroblastic pericytes, HH = high hemoglobin, PC = pericytes, Perivasc FB = perivascular fibroblasts, SMC = smooth muscle cells, M1-M6 = different populations of macrophages.

Table 1 analyzes changes in the proportion of each endothelial cell subcluster as a percentage of all endothelial cells across experimental groups. These data show that the proportion of mvECs increases incrementally between 2HC and NC and again between NC and CDH (53.4% vs. 64.4% vs. 70.0%, respectively). This is the only significant difference between proportions of NC and CDH endothelial cells (*p* = 2.31E−26). However, our data are also notable in that nitrofen exposure decreases the proportion of mvProlif and mvHH clusters. These proportions decreased slightly more in the CDH group, and the differences between NC and CDH mvHH clusters narrowly missed significance (11.5% vs. 8.5%, *p* = 0.0541). Loss of these cell clusters is what allows for the increase in mvEC proportion. 

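The mvEC cluster made up 57.4% of ECs in 2HC (95% interval 55.5–59.3%, 1526 of 2657), 62.0% in NC (60.0–64.0%, 1466 of 2363) and 63.5% in CDH (60.8–66.2%, 799 of 1258). The 2 healthy libraries lay at 56.7% and 60.5%, and the interval of 2HC New, 56.2–64.6%, holds the NC and the CDH share. The intervals of NC and CDH overlapped. Without the barcodes shared with CDH, the NC share was 59.2% (56.3–62.1%, 660 of 1114), between the 2 healthy libraries.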

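The mvProlif cluster, set apart by mitosis genes such as Top2a and Cenpf, made up 20.5% of ECs in 2HC (95% interval 19.0–22.1%, 546 of 2657) and 12.5% in CDH (10.7–14.4%, 157 of 1258). Both healthy libraries lay above CDH, at 21.1% and 18.6%. NC stood at 14.4% (13.0–15.9%, 341 of 2363), and at 17.8% (15.6–20.1%, 198 of 1114) without the barcodes shared with CDH. The mvHH cluster, which carries the hemoglobin genes Hba-a1 and Hba-a2, made up 9.63% of ECs in 2HC Original but 4.08% in 2HC New. Pooled, 2HC stood at 8.51% (7.47–9.63%, 226 of 2657), while NC at 5.12% (4.27–6.09%, 121 of 2363) and CDH at 5.09% (3.94–6.45%, 64 of 1258) lay between the 2 healthy libraries. Erythroid transcripts made up 1.46% of mvEC UMIs in 2HC Original, 0.568% in 2HC New, 0.451% in NC and 0.418% in CDH. Whether the size of the mvHH cluster follows how strongly cells carry such transcripts was not tested. The paper reasons that losing the mvProlif and mvHH cells leaves the mvECs a larger proportion.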

No significant changes were observed for the macrovascular endothelial cells.

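Arterial ECs (maArterial, led by Cxcl12 and Gja5) made up 7.87% of ECs in 2HC (95% interval 6.87–8.96%, 209 of 2657), 9.65% in NC (8.49–10.9%, 228 of 2363) and 9.94% in CDH (8.34–11.7%, 125 of 1258), with the 2 healthy libraries at 7.41% and 9.65%. Venous ECs (maVenous) made up 5.65% in 2HC (4.80–6.59%, 150 of 2657), 8.76% in NC (7.65–9.97%, 207 of 2363) and 8.98% in CDH (7.46–10.7%, 113 of 1258). The healthy libraries gave venous shares of 5.24% and 7.24%, and the interval of 2HC New, 5.20–9.76%, holds the NC and the CDH share. NC without the barcodes shared with CDH had 9.52% arterial and 8.53% venous ECs.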

**Table 1:** Cell counts and proportion analyses for each endothelial cell cluster as a percentage of all endothelial cells.

Cell population	2HC (total cells = 2548)	NC (total cells = 2489)	CDH (total cells = 1350)	2HC versus CDH *P *value*	2HC versus NC *P *value*	CDH versus NC *P *value*
mvEC	1361 (53.4%)	1602 (64.4%)	945 (70.0%)	1.80E−22	4.39E−14	0.0063
mvProlif	484 (19.0%)	289 (11.6%)	127 (9.4%)	7.08E−14	5.41E−12	0.5393
mvHH	445 (17.5%)	287 (11.5%)	115 (8.5%)	5.31E−13	3.46E−08	0.0541
maArterial	146 (5.7%)	168 (6.7%)	97 (7.2%)	1.0000	1.0000	1.0000
maVenous	112 (4.4%)	143 (5.7%)	66 (4.9%)	1.0000	0.433881	1.0000

CDH = congenital diaphragmatic hernia experimental group, 2HC = healthy control experimental group, maArterial = macrovascular arterial endothelial cells, maVenous = macrovascular venous endothelial cells, mvEC = main cluster of microvascular endothelial cells, mvHH = high hemoglobin microvascular endothelial cells, mvProlif = proliferative microvascular endothelial cells, NC = nitrofen exposed experimental group.

### Analysis of mvEC differential gene expression

Our analysis was focused on the microvascular ECs, particularly the mvEC population, since microvascular ECs are most relevant to alveolar development and expansion and because mvECs were the largest cluster. Within our differential gene expression (DGE) cutoff of log_2_ fold change (log_2_FC) >|1|, there were 41 genes up- and 64 genes down-regulated in CDH versus 2HC mvECs, 12 genes up- and 35 genes down-regulated in NC versus 2HC mvECs, and 0 genes up- and 4 genes down-regulated in CDH vs NC mvECs (Supplemental Excel File).

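Cell division genes were among those that fell in CDH mvECs. Top2a, the topoisomerase that untangles replicated DNA, had a log2FC of −2.20 (SE 0.44, adjusted p = 0.000974, edgeR) against 2HC, and Pttg1, which holds sister chromatids together, −2.09 (SE 0.45, adjusted p = 0.0035, edgeR). Of 31 mitosis genes tested, from a list written after the paper's tables had been read, 30 were lower in CDH, with 5 called over all genes and 18 when adjusted over the list alone. As a set they were lower by limma's camera with a preset correlation (adjusted p = 1.03e-33), in mvECs from which the mvProlif cluster had been taken out. Camera with an estimated correlation gave adjusted p = 0.679. The estimated correlation, here and below, rests on 1 residual degree of freedom, so its p values cannot decide whether a list moved. In NC, 30 of the 31 were lower as well, with 2 called and 13 when adjusted over the list alone (camera adjusted p = 2.73e-24, adjusted p = 0.703 with an estimated correlation), and Top2a stood at −1.93 (SE 0.41, adjusted p = 0.00178, edgeR), or −1.63 without the shared barcodes. Without those barcodes edgeR called 1 mitosis gene in NC, with 11 at an unadjusted p under 0.05 in place of 16. When each group's ECs were clustered alone, 90 of 1526 mvECs of 2HC fell into the dividing cluster, against 1 of 1466 in NC and 0 of 799 in CDH. Without these cells, a choice made after seeing the data, 29 of 30 mitosis genes were lower in CDH and 28 of 30 in NC, with 2 called (Pttg1 and Birc5) and 0 called by edgeR and 13 and 6 at an unadjusted p under 0.05, and Top2a stood at −1.57 (adjusted p = 0.0762, edgeR) and −1.34 (adjusted p = 0.144, edgeR). RT1-A2, an MHC class I gene whose reads may be split with near-identical copies, fell in CDH (−3.16, SE 0.50, adjusted p = 9.76e-07, edgeR) and in NC (−3.24, SE 0.47, adjusted p = 2.38e-08, edgeR, or −3.15 without the shared barcodes). RT1-A2 was also lower in CDH in AT1 cells (−2.59), arterial ECs (−3.41), venous ECs (−3.74) and mvProlif cells (−2.41), with a call in mvProlif cells alone. NC gave −3.15, −3.02, −2.68 and −2.77 in the same order, called in AT1 and mvProlif cells. The platelet chemokine gene Pf4 fell in CDH by 1.78 (SE 0.39, adjusted p = 0.0054, edgeR) and stood at −1.27 without 2HC Original, but it also fell in AT1 cells (3.07), arterial ECs (3.19) and mvProlif cells (2.03). The spread behind these p values came only from the 2 healthy libraries, pooled over genes. The lone NC and CDH libraries were assumed to vary like the healthy ones.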

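Of 10328 genes tested in mvECs, edgeR called 5 genes up and 28 down in CDH against 2HC and 8 up and 24 down in NC against 2HC (9 up and 29 down without the shared barcodes). DESeq2's Wald test called 0 genes in CDH against 2HC, with 144 genes at an unadjusted p under 0.05, and 1 gene in NC against 2HC, while limma-voom called 12 and 12. When possible doublets were left out, edgeR called 13 and 14 genes. In CDH against NC, 0 genes were called by edgeR, DESeq2 or limma-voom, with 9, 0 and 4 genes at an unadjusted p under 0.05. Without the shared barcodes, edgeR called 5 genes up and 0 down in CDH against NC, among them Hbb and Aprt with log2FC of 2.95 and 2.00, named after their values were seen.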

Ingenuity Pathway Analysis (IPA) was used to analyze the DGE for CDH versus 2HC mvECs and for NC versus 2HC mvECs. Heatmaps of differentially expressed genes that were paired to relevant pathways in IPA are shown in Fig. 3a–c. Data are presented separately for genes that were differentially expressed in both the CDH and NC groups (Fig. 3a), only in the CDH group (Fig. 3b), and only in the NC group (Fig. 3c). In the CDH versus 2HC comparison, these genes predicted increased inflammation in CDH, including through pathways related to phagocytic cells, neutrophils and leukocytes that all exceeded an activation z-score of |2| (Fig. 3d). 

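Macrophage genes were higher in CDH than in 2HC mvECs. Of 18 genes tested from a macrophage and monocyte list, 16 were higher, with 3 called over all genes and 6 when adjusted over the list alone (camera adjusted p = 1.13e-15 with a preset correlation, adjusted p = 0.679 with an estimated correlation). The myeloid adaptor gene Tyrobp rose by 1.62 on the log2 scale (SE 0.41, adjusted p = 0.0302, edgeR), and the complement gene C1qa by 2.19 (SE 0.58, adjusted p = 0.0496, edgeR). C1qa stood at 1.39 without 2HC Original and 3.14 without 2HC New. RT1-Da, which encodes an MHC class II chain, rose by 2.47 (SE 0.55, adjusted p = 0.00633, edgeR) and stood at 3.95 without 2HC Original. All 5 MHC class II genes tested were higher, with 1 called and 2 when adjusted over the list alone (camera adjusted p = 3.31e-09 with a preset correlation, adjusted p = 0.679 with an estimated correlation). Lyz2, the gene of the list with the most UMIs, had a log2FC of 0.65 (SE 0.35) and stood at 1.94 without 2HC Original and −0.01 without 2HC New. DESeq2 and limma-voom called none of Tyrobp, C1qa and RT1-Da, and edgeR did not call Tyrobp and C1qa with no filter on low counts. Without possible doublets, a filter that takes out cells for their immune UMIs, the 3 genes stood at 1.46, 2.14 and 2.43 and none was called (adjusted p = 0.505, 0.159 and 0.0995, edgeR). C1qa further lost its call with DESeq2's size factors (adjusted p = 0.0535, edgeR), with only the 2 groups compared (0.104), with thinned counts (0.531), in cells that the deposited groups place alike (0.087) and outside the dividing clusters (0.0762). The p values rest on the spread between the 2 healthy libraries, which the lone CDH library was assumed to share.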

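A Tyrobp UMI was found in 10.9% of CDH mvECs and in 2.92% and 6.44% of mvECs of the 2 healthy libraries, and macrophages made up 14.1% of all kept cells in CDH against 7.33% and 11.5% in those libraries. An unnamed cluster led by C1qa, C1qb and RT1-Db1 was not counted as macrophages and held 224 of 15287 and 54 of 3227 cells in the healthy libraries and 61 of 6453 in CDH, a smaller share. The median log2 ratio of CDH to 2HC over the macrophage list was 1.12 in mvECs, 0.991 in matrix fibroblasts and 1.01 in AT1 cells. The matrix fibroblasts fell into different clusters by library, with 3013 of 3518 cells of 2HC Original in a cluster that held 58 CDH cells, and 591 of 688 cells of 2HC New and 747 of 859 CDH cells in another. Of AT1 cells, 111 of 150 in 2HC New fell into a cluster with 0 CDH cells. The 808 of 2HC Original and the 382 of CDH shared another. Of 15 genes by which endothelium recruits leukocytes, such as Icam1, 4 were higher and 11 lower in CDH mvECs, and edgeR, DESeq2 and limma-voom called 0 of them, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone (camera adjusted p = 0.368, adjusted p = 0.679 with an estimated correlation). The paper proposes from pathway analysis of its own called genes that inflammation was increased in CDH mvECs.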

There were also significant signals for increases in production of reactive oxygen species (ROS) with activation z-scores not far below |2|.

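Genes that make superoxide and nitric oxide moved little in CDH mvECs. Cyba, a subunit of NADPH oxidase, had a log2FC of 0.05 (SE 0.36) against 2HC, and the endothelial nitric oxide synthase gene Nos3 had 0.17 (SE 0.36). Of 5 superoxide production genes tested, 4 were higher and 1 lower, and of 20 antioxidant genes, 7 were higher and 13 lower. By edgeR, DESeq2 and limma-voom, 0 genes of either list were called, with 0 and 1 genes at an unadjusted p under 0.05. The thioredoxin gene Txn1 was the 1 gene to pass when adjusted over the list alone, with a log2FC of −1.25 (SE 0.38, adjusted p = 0.158 over all genes, edgeR, with the spread taken from the 2 healthy libraries). Neither list moved as a set by camera (adjusted p = 0.403 and 0.506, with an estimated correlation adjusted p = 0.679 and 0.881).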

**Figure 3:**

Differentially expressed genes in the general microvascular endothelial cell cluster (mvEC) predicted increased inflammation and production of reactive oxygen species in CDH lungs. Differential gene expression was determined for both CDH and NC lungs compared to healthy controls and analyzed by Ingenuity Pathway Analysis (IPA). Expression of genes attached to biological pathways detected by IPA are shown in heatmaps as differentially expressed in both CDH and NC lungs (**a**), differentially expressed in only CDH lungs (**b**) and differentially expressed in only NC lungs (**c**). Differentially expressed mvEC genes identified in the heatmaps are sorted by smallest to largest log2FC. Several biological processes related to inflammation and free radical production were predicted by IPA to be upregulated in E21.5 CDH mvECs (**d**). Increased inflammation was not predicted by IPA for the NC mvECs (**e**). Rather, the NC mvECs were enriched for necrosis, apoptosis and notable for reduced cell viability. Activation states for the different biological processes were inferred from z-scores, which relate experimentally observed differential gene expression with literature-derived directions of effect to predict implicated biological functions independent of the associated p-values. Activation z-scores ≥|2| were considered most significant by convention.

The biological processes defined by the NC versus 2HC DGE were different. In Fig. 3e, both the most significant pathways and any pathways that could be matched to those in Fig. 3d were reported to provide the best contrast between the groups. 

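In NC mvECs, the cell death gene Bax had a log2FC of 0.07 (SE 0.35) against 2HC. Of 18 apoptosis genes tested, 6 were higher and 12 lower (8 and 10 without the barcodes shared with CDH), and edgeR, DESeq2 and limma-voom called 0, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.581, adjusted p = 0.765 with an estimated correlation). The genes that did change included Cyp26b1, which breaks down retinoic acid and fell by 1.58 on the log2 scale (SE 0.38, adjusted p = 0.0188, edgeR), or by 1.62 without the shared barcodes. The galectin gene Lgals1 rose by 1.42 (SE 0.34, adjusted p = 0.0188, edgeR), or by 1.72 without those barcodes. S100a11 fell by 1.54 (SE 0.38, adjusted p = 0.0246, edgeR), but without the shared barcodes its log2FC was −1.28 (adjusted p = 0.143, edgeR). The heat shock gene Hspa1b, whose reads may be split with its near-identical copy Hspa1a, fell by 3.27 (SE 0.44, adjusted p = 9.34e-10, edgeR), yet it stood at −0.81 without 2HC Original, −4.10 without 2HC New and −3.82 without the shared barcodes. These p values take the NC library to vary as the 2 healthy libraries do. They pool that spread over genes, so the p of Hspa1b does not carry the gap between its healthy libraries.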

Overall, the NC versus 2HC DGE was characterized by increased necrosis, apoptosis and cell death and reduced cell viability. Activation z-scores for biological processes related to inflammation were well below thresholds conventionally considered significant.

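Immune genes were higher in NC mvECs as well. The MHC class II genes RT1-Db1 and RT1-Da rose by 2.83 (SE 0.56, adjusted p = 0.000671, edgeR) and 2.56 (SE 0.53, adjusted p = 0.00128, edgeR) against 2HC, or by 4.02 and 4.04 without 2HC Original. All 5 genes of that list were higher, with 2 called over all genes and 4 when adjusted over the list alone (camera adjusted p = 9.88e-20, adjusted p = 0.703 with an estimated correlation). C1qa rose by 2.59 (SE 0.53, adjusted p = 0.00132, edgeR), or by 1.79 without 2HC Original and 3.54 without 2HC New, and 16 of 18 macrophage genes were higher, with 3 called and 6 when adjusted over the list alone (camera adjusted p = 2.77e-19, adjusted p = 0.703 with an estimated correlation). In the 660 of 1466 NC mvECs without shared barcodes, RT1-Db1, RT1-Da and C1qa rose by 3.23, 2.62 and 2.89 (adjusted p = 2.06e-05, 0.002 and 0.000239, edgeR), and 5 of 5 MHC class II and 15 of 17 macrophage genes were higher with 2 and 3 called (camera adjusted p = 4.71e-24 and 3.63e-16, with an estimated correlation adjusted p = 0.704 for both). In the deposited NC library, DESeq2 and limma-voom called none of these genes, and edgeR did not call C1qa with thinned counts (2.22, adjusted p = 0.0815) or, with that filter on immune UMIs, C1qa (2.05, adjusted p = 0.146) and RT1-Da (2.38, adjusted p = 0.0769) without possible doublets. Of 15 endothelial activation genes, 5 were higher and 10 lower with 0 called by edgeR, DESeq2 or limma-voom and 0 at an unadjusted p under 0.05 (camera adjusted p = 0.522, adjusted p = 0.765 with an estimated correlation). Between CDH and NC themselves, 8 macrophage genes were higher and 10 lower, or 7 and 10 without the shared barcodes (camera adjusted p = 0.951 and 0.971 with a preset correlation). A Tyrobp UMI was found in 8.25% of NC mvECs (8.79% without the shared barcodes), and macrophages made up 13.5% of kept NC cells (12.8%). The spread was again that of the healthy pair of libraries alone.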

Differentially expressed genes from the CDH versus NC comparison included carbonic anhydrase IV (*Ca4*, log2FC = − 2.29), endothelin receptor type B (*Ednrb*, log2FC = − 2.02), protocadherin alpha 13 (*Pcdha13*, log2FC = − 1.78) and apelin (*Apln*, log2FC = − 1.22) (Fig. 4). 

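Ca4 encodes an enzyme that speeds carbon dioxide exchange at the capillary surface, Ednrb a receptor that clears endothelin, and Apln a ligand of angiogenesis. In mvECs, Ca4 stood at 113 and 96.5 TMM-normalized CPM in the 2 healthy libraries, 68.0 in NC and 75.4 in CDH. Ednrb stood at 174 and 147, 144 and 151, Pcdha13 at 273 and 313, 276 and 286, and Apln at 383 and 402, 352 and 330 in the same order. The log2FC of CDH against NC was 0.15 for Ca4 (95% interval −0.66 to 0.96), 0.07 for Ednrb (−0.74 to 0.87), 0.05 for Pcdha13 (−0.76 to 0.86) and −0.09 for Apln (−0.91 to 0.72). Each had an adjusted p of 1 by edgeR, with the lone NC and CDH libraries taken to vary like the 2 healthy ones. Without the barcodes shared with CDH in NC, the log2FC were 0.30, 0.14, 0.20 and −0.18, with lower bounds of −0.52, −0.66, −0.61 and −0.98. The CDH ECs clustered alone, in a step chosen after seeing the data, gave a cluster rich in Ca4 with 370 of 799 mvECs, and the same step gave such a cluster with 925 of 1526 mvECs in 2HC and 976 of 1466 in NC. Leaving it out of CDH only, which lowers these genes by construction, gave −0.83, −1.85, −1.24 and −0.76, with 0 genes called in CDH against NC by edgeR and 115 at an unadjusted p under 0.05.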

Differential expression of these genes was detected at our threshold when comparing CDH versus 2HC and CDH versus NC but not when comparing NC versus 2HC. 

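Against 2HC, Ca4 had a log2FC of −0.48 (SE 0.36) in CDH mvECs and −0.63 (SE 0.36) in NC mvECs. The other 3 genes lay nearer to 0 in both groups, with Ednrb at −0.09 in CDH and −0.16 in NC, Pcdha13 at −0.04 and −0.09, and Apln at −0.25 and −0.16. None of the 4 was called against 2HC by edgeR, DESeq2 or limma-voom, and all had an unadjusted p over 0.05 by edgeR, with the residual spread of the 2 healthy libraries. When possible doublets were left out, Ednrb and Pcdha13 in CDH stood at 0.13 and 0.08.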

While these genes are too few to analyze in IPA, three of these genes (*Ca4*, *Apln*, and *Ednrb*) are notable in that they are the key markers defining a previously described subpopulation of microvascular endothelial cells that participate in gas exchange, alveolar formation and repair of lung injury. As these genes were detected in our most direct and stringent analysis of the impact of lung compression and because they clearly defined a known subpopulation of endothelial cells, we chose to focus on *Ca4*^+^ cells.

**Figure 4:**

Lung compression led to downregulation of three genes within E21.5 mvECs that defined a subpopulation of endothelial cells relevant to alveolar formation and response to injury. CDH mvEC were compared to NC mvEC to detect differences that were most clearly related to lung compression instead of nitrofen-exposure. This comparison revealed reductions in carbonic anhdyrase IV (*Ca4*), apelin (*Apln*) and endothelin receptor type B (*Ednrb*) genes in CDH, which characterize a previously identified subpopulation of enodthelial cells that participate in gas exchange, alveolar formation and repair of lung injury. Asterixes identify statistically significant changes with the number of asterixes identifying how many significant zeros there are in the *p*-value. The number above or below the asterixes is the log_2_ fold change in the CDH cells.

### Examination of Ca4^+^ pulmonary endothelial cells

To further examine *Ca4*^+^ endothelial cells, we sought to quantify these cells and identify their distribution in our three experimental groups. Scaled UMAPs showing *Ca4* gene expression within the endothelial cell clusters were generated (Fig. 5). As expected, *Ca4* expression was unique to the microvascular endothelial cell clusters (i.e. mvEC, mvProlif and mvHH). 

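A Ca4 UMI was found in 19.7% of mvECs, 19.8% of mvProlif cells and 16.8% of mvHH cells in 2HC. The shares were 13.7%, 15.8% and 12.4% in NC (13.0%, 15.7% and 10.9% without the barcodes shared with CDH) and 13.9%, 13.4% and 10.9% in CDH. Arterial ECs carried a Ca4 UMI in 5.26% of cells in 2HC (11 of 209), 0.439% in NC (1 of 228) and 0.8% in CDH (1 of 125), and venous ECs in 4.67% (7 of 150), 2.42% (5 of 207) and 1.77% (2 of 113), with all 7 of the healthy venous cells in 2HC Original and 0 of 39 in 2HC New. In macrophages, which should lack Ca4, the share was 0.402% in 2HC (6 of 1491), 0.242% in NC (4 of 1655) and 0.33% in CDH (3 of 909). Macrophages had medians of 5277, 7246 and 7815 UMIs per cell and mvECs 2619, 3008 and 3128, so the background was measured at more UMIs than the ECs had. Matrix fibroblasts carried it in 0.19% of cells in 2HC (8 of 4206) and in 0 of 859 cells in CDH, where 3 counts would have been 0.349%. The arterial shares of NC and CDH lay within counting error of the macrophage background.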

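Of the microvascular cells with at least 1 Ca4 UMI, 67.3% were mvECs in 2HC (300 of 446), 74.4% in NC (201 of 270) and 79.9% in CDH (111 of 139), with 65.3% and 74% in the 2 healthy libraries. The mvHH cells made up 8.52% of them in 2HC (38 of 446), 5.56% in NC (15 of 270) and 5.04% in CDH (7 of 139). NC without the barcodes shared with CDH had 69.9% mvECs and 4.88% mvHH cells among its 123 Ca4+ cells.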

The majority of *Ca4*^+^ cells were located within the mvEC cluster, but many were also located within the mvProlif and mvHH clusters. Strikingly, the total number of *Ca4*^+^ endothelial cells was reduced from 22.6% in the 2HC clusters to 13.1% in the NC clusters (*p* = 3.08E−16). These cells were further reduced between the NC group and the CDH group (13.1 to 5.3%, *p* = 4.26E−10) (Fig. 5). It is also notable that the percentage of *Ca4*^+^ mvProlif cells dropped from 2HC to the two experimental groups. 

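At least 1 Ca4 UMI was found in 18.7% of microvascular ECs of 2HC Original (95% interval 16.9–20.6%, 346 of 1850) and 22.3% of 2HC New (18.5–26.5%, 100 of 448), or 19.4% pooled. NC was lower than both, at 14.0% (12.5–15.6%, 270 of 1928), or 13.5% (11.3–15.9%, 123 of 913) without the barcodes shared with CDH. CDH stood at 13.6% (11.6–15.9%, 139 of 1020), and its interval overlapped that of NC. With every cell thinned to 2000 UMIs, to remove differences in depth, the shares were 13.1% in 2HC, 8.39% in NC (7.29% without the shared barcodes) and 7.53% in CDH. That step left out 29.4%, 22.8% and 20.6% of the cells for having fewer UMIs. Thinned to 1000 UMIs, the shares were 7.28%, 5.33% and 5.67%, and 2HC New alone stood at 5.65% (3.65–8.29%). At a threshold of 2 UMIs they were 9.31%, 5.6% and 6.76%. Without the Ca4-rich cluster of CDH, a choice made after seeing the data, CDH stood at 8.06% (51 of 633). From its own shares the paper concludes that nitrofen exposure reduced these cells and that lung compression reduced them further.

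**Figure D1:**
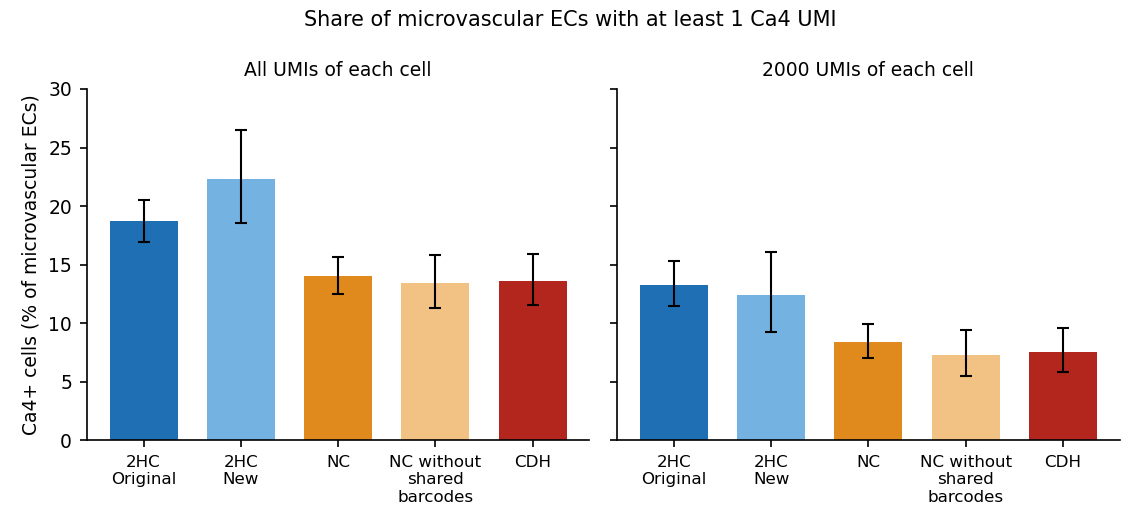
Percent of microvascular ECs with at least 1 Ca4 UMI in each library, with NC also shown without the barcodes shared with CDH. Bars are exact 95% intervals for counting error. The NC library at 14.0% and the CDH library at 13.6% lie under both healthy libraries.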

*Ca4*^+^ mvProlif cells account for 4.8% of total 2HC microvascular endothelial cells (110/2290), but they only account for 1.8% (39/2178) and 1.6% (14/866) of total NC and CDH microvascular endothelial cells, respectively (p < 0.0001).

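Ca4+ mvProlif cells were 4.70% of microvascular ECs in 2HC Original (87 of 1850) and 4.69% in 2HC New (21 of 448). They were 2.8% in NC (95% interval 2.11–3.64%, 54 of 1928) and 2.06% in CDH (1.28–3.13%, 21 of 1020), both with upper bounds under the healthy libraries. Without the barcodes shared with CDH, NC stood at 3.4% (2.32–4.79%, 31 of 913), an interval that reaches the healthy libraries.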

**Figure 5:**

*Ca4*^+^ microvascular endothelial cells were significantly reduced in CDH. Carbonic anhydrase IV gene expression is shown as scaled UMAPs within the endothelial cell subclusters for the three experimental groups. *Ca4*^+^ cells were only detected within the microvascular subclusters as opposed to the two macrovascular clusters. Moreover, the percentage of cells with any *Ca4* expression was significantly reduced with nitrofen exposure and then again with lung compression, such that nitrofen exposure and lung compression in CDH have additive or synergistic effects in depleting the number of Ca4+ endothelial cells. Reported *p*-values are Bonferroni corrected proportion analyses.

The presence of *Ca4*^+^ microvascular endothelial cells (mvCa4+) have previously been shown to be dependent upon vascular endothelial growth factor (VEGF)-A expression specifically from type I alveolar cells (AT1). Therefore, we compared *Vegfa* expression between 2HC, NC and CDH type I alveolar cells, and no differences were observed (Supplemental Fig S4).

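Vegfa was strongly expressed by AT1 cells, at 1799 and 2473 TMM-normalized CPM in the 2 healthy libraries, 1498 in NC and 1523 in CDH. The log2FC was −0.49 (SE 0.40) in CDH against 2HC, −0.51 (SE 0.40) in NC against 2HC and 0.02 (SE 0.45) in CDH against NC, and −0.50 and 0.01 for the last 2 without the shared barcodes. With all NC cells, none of these was called by edgeR, DESeq2 or limma-voom, with the spread of the 2 healthy libraries. The values without the shared barcodes were tested by edgeR alone and were not called.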

### Analysis of differential gene expression in Ca4^+^ microvascular endothelial cells

To determine if gene expression differences may account for the reduced number of mvCa4+ ECs, we examined DGE for these manually selected cells. 

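The mvCa4+ cells were the mvEC, mvProlif and mvHH cells with at least 1 Ca4 UMI, 346 and 100 cells in the 2 healthy libraries, 270 in NC and 139 in CDH. RT1-A2 fell against 2HC in CDH (log2FC −3.61, SE 0.74, adjusted p = 0.00296, edgeR) and in NC (−3.10, SE 0.59, adjusted p = 0.000829, edgeR), with reads that may be split with other MHC class I copies, and without possible doublets they stood at −3.39 (adjusted p = 0.0843, edgeR) and −2.53 (adjusted p = 0.0743, edgeR). The interferon-induced gene Mx1 rose in CDH by 4.00 (SE 0.79, adjusted p = 0.00181, edgeR), but without possible doublets it stood at 1.14 and was not called. Hspa1b fell in CDH and in NC by 2.69 each (adjusted p = 0.00384 and 0.000829, edgeR), and without 2HC Original it stood at −0.94 and −0.93. Of 9104 genes tested, edgeR called 2 up and 11 down in CDH against 2HC, and 0 up and 3 down in NC against 2HC, where 198 genes had an unadjusted p under 0.05. DESeq2 called 0 in both (111 and 37 at an unadjusted p under 0.05) and limma-voom 1 and 0 (233 and 148). In CDH against NC, 0 genes were called by edgeR, DESeq2 or limma-voom, with 54, 7 and 27 at an unadjusted p under 0.05, and edgeR called 2 up and 2 down without the shared barcodes. As in mvECs, the residual spread was that of the healthy libraries, and the lone NC and CDH libraries were assumed to share it.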

Within our DGE cutoff of log_2_ fold change (log_2_FC) >|1|, there were 12 genes up- and 69 genes down-regulated in CDH versus 2HC mvCa4+ ECs, 11 genes up- and 32 genes down-regulated in NC versus 2HC mvCa4+ ECs, and no differential gene expression in CDH versus NC mvCa4+ ECs (Supplemental Excel File).

IPA was used to further analyze the DGE for CDH versus 2HC mvCa4+ ECs and for NC versus 2HC mvCa4+ ECs. Expression of differentially expressed genes that were paired to relevant pathways in IPA are reported in Fig. 6a–c. Data are presented separately for genes that were differentially expressed in both the CDH and NC groups (Fig. 6a), only in the CDH group (Fig. 6b), and only in the NC group (Fig. 6c). In the CDH versus 2HC comparison, these genes uniquely predicted decreased processes relevant for cell division, including cytokinesis (activation z-score = − 1.925), alignment of chromosomes (− 2.000), and M phase (− 2.169) (Fig. 6d). Both the CDH versus 2HC and NC versus 2HC IPA analyses suggested increases in apoptosis and organismal death and decreases in cell movement, but no biological pathways relevant to cell division were detected in the NC versus 2HC analysis (Fig. 6d, e).

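Cdc20, which triggers the separation of chromosomes, stood at 88.9 and 80.9 CPM in mvCa4+ cells of the 2 healthy libraries, 71.6 in NC and 17.1 in CDH. It fell by 2.31 on the log2 scale in CDH against 2HC (SE 0.54, adjusted p = 0.0184, edgeR). The cyclin gene Ccnb1 fell by 2.22 (SE 0.54, adjusted p = 0.0292, edgeR), while the kinetochore motor gene Cenpe had a log2FC of −1.54 (SE 0.48, adjusted p = 0.321, edgeR). DESeq2 and limma-voom called neither Cdc20 nor Ccnb1, and edgeR did not call Ccnb1 without possible doublets (−2.25, adjusted p = 0.0926) or with no filter on low counts (−2.22, adjusted p = 0.0521). All 31 mitosis genes tested were lower, from a list written after the paper's tables had been read, with 2 called over all genes and 13 when adjusted over the list alone (camera adjusted p = 2.1e-39, adjusted p = 0.74 with an estimated correlation). Between CDH and NC themselves, all 31 were lower too, with 0 called by edgeR, DESeq2 or limma-voom and 10, 4 and 8 genes at an unadjusted p under 0.05 (camera adjusted p = 1.68e-42, adjusted p = 0.893 with an estimated correlation). Cdc20 had a log2FC of −2.06 (SE 0.58, adjusted p = 1, edgeR) in that comparison and fell by 2.49 without the shared barcodes (adjusted p = 0.0474, edgeR). The lone NC and CDH libraries were taken to vary like the 2 healthy ones. Cells of the mvProlif cluster made up 24.2% of mvCa4+ cells in 2HC, 20.0% in NC (25.2% without the shared barcodes) and 15.1% in CDH. The paper states that its genes predicted decreased cell division in CDH.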

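In mvCa4+ cells the apoptosis genes Bax and Fas had log2FC of 0.20 (SE 0.42) and 0.17 (SE 0.59) in CDH against 2HC. Of 17 apoptosis genes tested, 6 were higher and 11 lower in CDH, and 5 were higher and 12 lower in NC. By edgeR, DESeq2 and limma-voom 0 were called in either comparison, with 1 and 0 genes at an unadjusted p under 0.05 by edgeR (camera adjusted p = 0.653 and 0.273, with an estimated correlation adjusted p = 0.798 and 0.777). Mitosis genes in NC mvCa4+ cells were lower than in 2HC in 29 of 31 cases with the deposited NC library, with 0 called by edgeR, DESeq2 or limma-voom, 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone (camera adjusted p = 0.00716, adjusted p = 0.692 with an estimated correlation). Without the barcodes shared with CDH, 25 of the 31 were instead higher in NC (camera adjusted p = 0.0107, adjusted p = 0.762 with an estimated correlation), and Cdc20 had a log2FC of 0.19. All of these tests draw their spread from the 2 healthy libraries.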

**Figure 6:**

Differentially expressed genes within *Ca4*^+^ microvascular endothelial cells predicted reduced cell division, reduced cell movement and increased apoptosis in CDH. Differential gene expression was determined for both CDH and NC lungs compared to healthy controls and analyzed by Ingenuity Pathway Analysis (IPA). Expression of genes attached to biological pathways detected by IPA are shown in heatmaps as differentially expressed in both CDH and NC lungs (**a**), differentially expressed in only CDH lungs (**b**) and differentially expressed in only NC lungs (**c**). Differentially expressed *Ca4*^+^ microvascular endothelial cell genes identified in the heatmaps are sorted by smallest to largest log2FC. Several biological processes related to cell cycle and cell division were predicted by IPA to be uniquely downregulated in E21.5 CDH *Ca4*^+^ enodthelial cells (**d**). IPA predicted increased apoptosis, organismal death and cell movement in these cells from both the CDH and NC groups (**d, e**). Activation states for the different biological processes were inferred from z-scores, which relate experimentally observed differential gene expression with literature-derived directions of effect to predict implicated biological functions independent of the associated p-values. Activation z-scores ≥|2| were considered most significant by convention.

### Endothelial cell subpopulation gene ontology

Gene ontology (GO) was examined for each EC subpopulation to provide further insight into their biological functions and to determine if biological functions differed between experimental groups. These data are presented in detail for mvCa4+ cells in Supplemental Figure S5 and for mvECs in Supplemental Tables S1, S2 and S3, and they are summarized for all endothelial cell subclusters in Fig. 7. 

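Angpt2, the angiopoietin that loosens vessels for sprouting, had a log2FC of 1.76 (SE 0.54, adjusted p = 0.178, edgeR) in CDH against 2HC mvECs, and Vegfa −1.45 (SE 0.45, adjusted p = 0.178, edgeR). Angpt2 stood about as high in NC against 2HC, at 1.64 (SE 0.52, adjusted p = 0.223, edgeR). Vegfa stood at 39.1 TMM-normalized CPM in 2HC Original and 7.83 in 2HC New, beside 8.91 in CDH. Of 21 angiogenesis and VEGF genes tested, 17 were higher and 4 lower in CDH. By edgeR, DESeq2 and limma-voom 0 were called over all genes, with 3, 0 and 3 at an unadjusted p under 0.05, and Angpt2 and Vegfa passed when adjusted over the list alone. As a set they were higher (camera adjusted p = 0.00393, adjusted p = 0.679 with an estimated correlation), while CDH against NC gave 16 higher and 5 lower (camera adjusted p = 0.141 with a preset correlation). The receptor gene Kdr stood at 0.07 (SE 0.37) against 2HC. With 1 CDH library, the spread was that between the 2 healthy ones. The paper's ontology terms come from comparing EC clusters inside each group, so these values do not test them.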

GO analysis of the mvEC population was remarkable for enrichment of angiogenesis in all three groups but with a significant increase in the CDH group. Inflammation was also significantly increased in the mvEC CDH group, largely manifest by endogenous antigen presentation. 

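Genes that present endogenous antigens on MHC class I did not rise as called genes in CDH against 2HC mvECs. The paper's enrichment instead set EC clusters against each other inside each group, a comparison that was not repeated here. B2m, the shared light chain of class I molecules, had a log2FC of 0.03 (SE 0.39) against 2HC, and the peptide transporter gene Tap1 0.08 (SE 0.36). The class I gene RT1-A1 had a log2FC of 0.87 (SE 0.35, adjusted p = 0.640, edgeR) in CDH and 1.11 (SE 0.34, adjusted p = 0.204, edgeR) in NC, with reads that may be split between copies and the spread of the 2 healthy libraries. Without the barcodes shared with CDH, RT1-A1 rose by 1.29 in NC (adjusted p = 0.0482, edgeR). Of 16 class I presentation genes tested, 12 were higher and 4 lower in CDH, with 1 called over all genes and 1 when adjusted over the list alone, RT1-A2 in both, which fell (camera adjusted p = 0.483, adjusted p = 0.679 with an estimated correlation).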

Notably, the mvEC NC group was enriched for apelin signaling, which is notable since *Apln* was one of the downregulated genes between NC and CDH mvECs.

**Figure 7:**

Gene ontology analysis predicted increased vasculogenesis in microvascular Ca4^+^ endothelial cells and increased inflammation in mvECs. Endothelial cell clusters were compared to each other within each experimental group using PANTHER gene ontology analysis. Results are summarized above. BP = blood pressure, EC = endothelial cell, MSC = mesenchymal stem cells, OxPhos = oxidative phosphorylation, NO = nitric oxide.

Notably, 2HC and NC mvCa4+ ECs were primarily enriched for protein and lipid trafficking and assembly, such as plasma membrane raft assembly, SNARE complex assembly and vesicle fusion with Golgi apparatus (Supplemental Fig. S5). There were relatively weak signals for regulation of vasculogenesis that did increase somewhat from 2HC to NC (fold enrichment = 5.68 vs. 16.42, respectively). However, regulation of vasculogenesis had a 28.25 fold enrichment in CDH cells, along with strong enrichment of several other biological process pathways related to blood vessel endothelial cell differentiation, cell migration involved in sprouting angiogenesis, basement membrane organization, and vascular endothelial growth factor signaling pathways.

The GO signature for the mvProlif and maArterial endothelial cells did not differ between experimental groups. GO for the mvHH group suggested that this novel cluster may have roles in nitric oxide transport or hydrogen peroxide catabolism. Finally, the maVenous gene ontology suggested that these cells play important roles in regulation of nitric oxide metabolism, regulation of arterial blood pressure and angiogenesis. Some unique pathways related to positive regulation of mesenchymal stem cell proliferation were noted in the NC maVenous group. However, the greatest differences were among in the mvEC and mvCa4+ cell groups.

## Discussion

This study revealed heterogeneity of saccular stage microvascular endothelial cells and demonstrated that lung compression results in depletion of *Ca4*^+^ microvascular endothelial cells in the nitrofen rat model of CDH. Gene ontology suggested that *Ca4*^+^ cells were primed for vasculogenesis with lung injury in CDH, but their differential gene expression patterns suggested downregulation of processes related to cell division. That may indicate that limitations in proliferation result in their relative depletion in CDH, thereby impairing their intended function. In contrast, a population of general microvascular endothelial cells low in *Ca4* expression has a transcriptomic profile suggesting that it mediates the inflammatory response. Additional populations include highly proliferative microvascular endothelial cells and a novel cluster high in hemoglobin. Since endothelial cell heterogeneity has never been explored in CDH, this work provides a better understanding of microvascular endothelial cell subtypes that are active in pathogenesis and could be leveraged to develop novel therapeutics targeting specific components of the endothelium^36^.

Recent work in murine lungs has demonstrated capillary cell-type specialization in the alveolus, including a population of microvascular endothelial cells characterized by plasma membrane carbonic anhydrase IV^15^. These cells develop gradually and asynchronously with other microvascular endothelial cell subtypes after first emerging during the saccular stage of fetal lung development^15^ and are dependent on *Vegfa* expression from type I alveolar cells^18^. They have been called “aerocytes” based on their expression of genes related to gas exchange and the fact that they are separated from type I alveolar cells by only a limited basement membrane and without intervening pericytes. However, that nomenclature may not reflect the full scope of their role^15,18,27^. *Ca4*+ microvascular endothelial cells have been shown to preferentially localize to regenerating areas of the alveolus after lung injury, suggesting a prominent role in alveolar repair^27^. Moreover, without these cells, the alveolar space is aberrantly enlarged^18^. In our study, we show that lung compression uniquely downregulates genes that characterize these cells and leads depletion of *Ca4*^+^ microvascular ECs within the developing lung. This is the first study that has looked at endothelial heterogeneity in CDH and the first that has shown this change. The consequences of loss of these cells require further study, but it is reasonable to hypothesize that mvCa4+ EC deficiency affects gas exchange, alveolar development, and/or response to alveolar injury in CDH. How these findings translate to human disease remains an open question. However, this finding is further notable as it is one of the few differences that was strong enough to emerge from our direct comparison between CDH and NC mice. Such findings that are more clearly related to lung compression rather than nitrofen are more likely to be translatable to human disease. *Ca4* is present in pulmonary endothelium in other mammals, including humans where the enzyme is present during lung development and more active^15,17^, raising the possibility of conserved functions similar to those that have been identified in murine models.

Apelin and endothelin receptor type B are also noteworthy as their expression is part of the transcriptomic signature of mvCa4+ ECs. Mice deficient in apelin demonstrate significant pruning of the microvasculature and worse pulmonary hypertension with hypoxia^37^, and apelin expression is decreased in plasma and pulmonary endothelial cells in humans with pulmonary hypertension^38^. This is in part because apelin modulates endothelial nitric oxide synthase (eNOS) expression^37^, induces eNOS-dependent vasodilation, counteracts angiotensin II mediated vasoconstriction and has positive inotropic and cardioprotective effects^38^. These findings are consistent with the observed phenotype of our model, and previous work has confirmed our findings by showing via real-time PCR and western blotting that apelin and apelin receptor are decreased in nitrofen induced CDH at E21.5^39^. However, our work expands upon the prior work in the nitrofen rat by showing that lung compression rather than nitrofen leads to downregulation of apelin specifically in the microvasculature. Our gene ontology analysis also shows that nitrofen-exposed microvascular endothelial cells are enriched in apelin signaling in the absence of lung compression from an ipsilateral diaphragmatic hernia. It is worth noting that our data show that apelin is more widely expressed in the endothelium than just within the mvCa4+ ECs, particularly within the mvProlif ECs, but it is possible that reductions in *Ca4*^+^/*Apln*^+^ ECs contribute to the many effects of apelin in disease.

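Apln was found at 386 CPM in mvECs and 372 CPM in mvProlif cells of 2HC, against 220.5 in mvHH cells and 2.56 in AT1 cells. In 2HC Original and 2HC New it stood at 75.4 and 244 CPM in arterial ECs and at 99.3 and 48.7 in venous ECs. CDH had 333 CPM in mvECs, 379 in mvProlif cells and 162 in mvHH cells, and NC had 347, 310 and 261. In mvProlif cells the log2FC was −0.15 (SE 0.40) in CDH against 2HC, −0.40 (SE 0.40) in NC against 2HC and 0.25 (SE 0.45) in CDH against NC, and edgeR, DESeq2 and limma-voom called none of them, with the spread of the 2 healthy libraries. Arterial ECs had −2.03 (SE 0.56, adjusted p = 0.116, edgeR) in CDH and −1.73 (SE 0.52, adjusted p = 0.317, edgeR) in NC against 2HC, neither called. Venous ECs had −0.05 (SE 0.46) and 0.32 (SE 0.44).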

The role of endothelin receptor type B in CDH microvasculature is less clear. Previous work in the nitrofen rat has shown that endothelin receptor type B is increased in CDH pulmonary arteries from E15–E21; however, those studies did not examine the microvasculature where we have observed differences. 

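Ednrb stood at 184 and 82.0 TMM-normalized CPM in arterial ECs of the 2 healthy libraries, 124 in NC and 137 in CDH. Venous ECs had more in every library, at 488 and 300 in 2HC, 383 in NC and 447 in CDH. The log2FC in arterial ECs was 0.02 (SE 0.49) in CDH against 2HC and −0.12 (SE 0.48) in NC against 2HC, and without 2HC Original they stood at 0.74 and 0.60. In venous ECs it was 0.17 (SE 0.45) and −0.05 (SE 0.45), and CDH against NC gave 0.14 (SE 0.55) in arterial and 0.22 (SE 0.52) in venous ECs. Without the shared barcodes, CDH against NC stood at 0.00 in arterial and 0.57 in venous ECs. With all libraries and all NC cells, none of these values was called by edgeR, DESeq2 or limma-voom, and the residual spread was that between the healthy libraries. The values without 2HC Original had no test. Those without the shared barcodes were tested by edgeR alone and were not called.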

Our data do not show a difference in transcription of *Ednrb* in maArterial cells, but we do demonstrate that *Ednrb* is highly expressed in the macrovasculature, even more so in maVenous cells than maArterial cells, and so our data do not exclude the possibility, that there could be differences between the micro- and macro-vasculature. Different expression patterns between micro- and macrovasculature are consistent with what has been shown for other genes^14^ and provides even more reason to understand the varied nature of the functional and anatomic heterogeneity in the pulmonary endothelium. Differential expression of *Ednrb* between the macro- and microvasculature could explain why treatment with endothelin receptor antagonists significantly reduces pulmonary artery pressure while pulmonary artery flow and pulmonary vascular resistant remain constant in surgical models of CDH (which rely solely on the impact of lung compression)^40^. *Ednrb* activity has also been shown to influence angiogenesis in multiple disease systems, and such mechanisms could be at play in the microvasculature in CDH apart from the vasoconstrictive effects in the microvasculature^41–44^.

Furthermore, our work suggests that the general population of microvascular endothelial cells that are low in *Ca4* (mvECs) are the primary mediators of inflammation and generation of reactive oxygen species in the microvasculature. It is well known that CDH is, in part, an inflammatory disease with further damage inflicted by oxidative stress^45–49^. However, the idea that specific subsets of endothelial cells could mediate these changes is relatively new with the advent of single cell transcriptomics. Microvascular endothelial cells lacking *Ca4* encode genes for MHC class II components, suggesting that they play a role in antigen presentation. Moreover, in chemically induced rat pulmonary inflammation, *Ca4*-high endothelial cells are mainly responsible for angiogenesis, while *Ca4*-low endothelial cells are involved in neutrophil recruitment^16^. This is consistent with our IPA analysis that revealed transcriptomic signatures for biological processes involving infiltration by neutrophils and recruitment of phagocytic cells in CDH mvECs. While these differences were not detected in the CDH versus NC DGE, they were not present in nitrofen exposed controls, suggesting that they were influenced by lung compression. The fact that there is an apparent “division of labor" within heterogenous populations of microvascular endothelial cells suggests that certain endothelial processes could be specifically targeted by leveraging endothelial subclusters.

Another microvascular EC group we detected was the novel mvHH subcluster that was considerably depleted in nitrofen exposed lungs in both the NC and CDH group. The trend towards further losses of these cells between the NC and CDH groups just narrowly missed statistical significance. The function of this cluster is uncertain, but it is interesting to speculate based off gene ontology analysis that it may play a role in nitric oxide regulation or hydrogen peroxide catabolism. Hemoglobin subunit alpha (Hba) is expressed by ECs and enriched in the myoendothelial junction (MEJ), where it regulates vascular tone and function through control of nitric oxide (NO) levels by reduced heme iron^50^. Neither the presence of these cells nor their loss in disease have been previously described. Finally, proportions of proliferative microvascular endothelial cells are also reduced by nitrofen exposure, but we have not detected any noteworthy differences in these cells between the NC and CDH groups.

There are limitations to our study. First, our approach, which required fresh single cell preparations, did not allow us to histologically phenotype lungs ipsilateral to the diaphragmatic defects prior to sequencing. This may have led to some variability in the selected lungs; however, our assumption was that selecting the smallest lungs by gross phenotyping also selected the most severely diseased lungs. Second, our approach of sequencing the whole lung, rather than limiting our analysis to only endothelial cells meant that our sample size was smaller for rare clusters. The positive aspects of that approach are that we did not risk losing more cells during a longer preparation or isolation step, which may also have resulted in loss of rare clusters, and that it allowed us to examine interactions between endothelial cells and non-endothelial cell types. Third, because Vireo works with genotypes (and in this case from a largely genetically homogenous set of donors) and is probabilistic in nature, it is a less robust approach than having individual replicates or using cell multiplexing. We did not detect more differences in the CDH versus NC DGE comparisons, in part, due to closeness of the means and/or high variance in one or both groups. This may have been different with more robust replicates. Fourth, our data only represent “potential” of what the cells are capable of based on the transcriptome. We do not present functional or protein expression data in this study. Our data also cannot demonstrate a causative link between mvCa4^+^ endothelial cell reduction and lung phenotype. Nevertheless, it is the first report of scRNA-seq applied to the study of CDH in any model, and, as such, our data is unbiased and represents the most comprehensive report of endothelial cell heterogeneity in CDH.

In conclusion, we have identified 3 unique subclusters of microvascular endothelial cells for which gene ontology analysis predicts unique functions. Our results demonstrate that lung compression from CDH results in loss of *Ca4*^+^ microvascular endothelial cells, which have been previously shown to have an important role in normal alveolar development, gas exchange and response to injury. Notably, the primary drivers of inflammation in the endothelium appear to be the *Ca4*-low mvECs. These data reveal endothelial cell heterogeneity during late-stage fetal development in CDH and begin to provide a roadmap for developing therapeutics that target the endothelium^36^. These abnormalities may be foundational to both pulmonary hypoplasia and pulmonary hypertension in CDH, and the saccular stage of development is one in which prenatal treatment could be most readily administered.

## Methods

### Nitrofen model

Cleveland Clinic Institutional Animal Care and Use Committee (IACUC) approval was obtained (Protocol #2019–2282), and experiments were performed in accordance with all relevant guidelines and regulations for the care and use of laboratory animals. This study was carried out in compliance with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines. Time-mated, pregnant Sprague–Dawley rats (Envigo, Hackensack, NJ) with a mean ± SD weight of 230.3 ± 5.2 g were gavage fed 100 mg nitrofen (2,4-diclorophenyl *p*-nitrophenyl-ether; Sigma Aldrich, St. Louis, MO) dissolved in olive oil on embryonic day 9.5 (E9.5) to induce fetal diaphragmatic hernia, pulmonary hypoplasia and pulmonary hypertension that is similar to human disease^51^. 1 mL olive oil alone was gavage fed to healthy controls. Pregnant dams were euthanized with CO_2_ asphyxiation and subsequent cervical dislocation. Fetuses were immediately harvested by cesarean section on E21.5 and decapitated prior to proceeding with dissection to examine the diaphragm and isolate the left lung. Only fetuses with left-sided diaphragmatic defects > 50% of the area of the diaphragm were selected for analysis in the CDH group. We achieved on average 73% of fetuses with left-sided diaphragmatic defects. Lungs from nitrofen exposed fetuses without a diaphragmatic defect were analyzed as a second control population in order to distinguish the effect of nitrofen from that of lung compression. Left lungs (those ipsilateral to diaphragmatic defect in the CDH group) from all three experimental groups were carefully dissected free of all surrounding structures (including the heart, aorta, esophagus, trachea, and right lung) in cold PBS using 2.5x loupe magnification.

### Lung phenotyping

Lungs were phenotyped by measuring weight, length and width. For control lungs, the largest lungs were selected for scRNA-seq. For the CDH group, we selected left lungs that were smallest in relation to the matched right lung in order to choose ones that were most impacted by left lung compression. There were fewer NC lungs to select from, but the largest ones were used for scRNA-seq. Ratios of left-to-right lung length were calculated from photographs.

Formalin-fixed left lungs were processed using a Leica Peloris 3 automated processor (Leica Biosystems, Deer Park, IL), embedded in paraffin, sectioned and stained with hematoxylin and eosin for histological analysis. The CDH and 2HC lungs were taken from littermates of fetuses selected for scRNA-seq, but NC lungs were from a subsequent litter due to the relative paucity of NC lungs. Images of tissue sections were acquired using an AT2 whole slide scanner (Leica Biosystems) at 20x magnification. Image analysis was performed within ImageScope version 12.4.3.5008 (Leica Biosystems) and ImageJ 1.53t, which is open source software.

### Single cell preparation and scRNA-sequencing

Pooled NC and CDH specimens combined fetuses from two separate pregnant dams, and the two sets of pooled 2HC specimens each came from a different mother. Pooled lungs were digested into a single cell suspension, as previously described^52^. Briefly, lung tissue was minced and dissociated in 0.1% collagenase A (Sigma Aldrich), 0.04% DNase I (Sigma Aldrich), and 0.5 mM CaCl_2_ in 3 ml of 10 mg/mL Dispase II (Sigma Aldrich). Incubations were performed on an orbital shaker at 37 °C for a total of 45 min. Cell clumps were disrupted via pipetting, and the suspension was passed through a 40-micron cell strainer to remove any undigested tissue pieces or aggregates. Pelleted cells were then resuspended in 1% BSA in PBS to prevent aggregation. Cell viability and concentration were assessed using propidium iodide and acridine orange with a CellDrop automated cell counter (DeNovix, Wilmington, DE).

A quantity of 10,000 single cells were targeted using the 10 × Genomics Chromium Controller (Pleasanton, CA) for cDNA synthesis and barcoding. cDNA quality and quantity of each sample were assessed using a Bioanalyzer High Sensitivity DNA assay, and samples were constructed following the 10 × Genomics Chromium Single Cell 3’ V3 protocol (CG000183 Rev A). Sample libraries were then assessed for proper construction using the same Bioanalyzer assay. Samples were pooled equally, and the resulting DNA library was quantified using the sparQ Universal Library Quantification kit (Quantabio, Beverly, Massachusetts) to inform sample preparation for downstream Illumina sequencing. Libraries were denatured and sequenced on an Illumina Novaseq 6000 (San Diego, CA) high-throughput sequencing platform with 28 cycles for the forward read and 91 cycles for the reverse read. Each cell was sequenced to a minimum of 20,000 reads per cell per manufacturer’s recommendations. We achieved an average sequencing saturation of 33.1%.

### Bioinformatics analysis

BCL files from the Novaseq were converted to FastQ files with the Cell Ranger (10 × Genomics Cell Ranger 4.0.0) mkfastq function^53^. An alignment reference was constructed using the Cell Ranger mkref function applied to the Ensembl *Rattus norvegicus* genome fasta (http://ftp.ensembl.org/pub/release-104/fasta/rattus_norvegicus/dna/Rattus_norvegicus.Rnor_6.0.dna.toplevel.fa.gz) and GTF (http://ftp.ensembl.org/pub/release-101/gtf/rattus_norvegicus/Rattus_norvegicus.Rnor_6.0.101.gtf.gz, filtered with the Cell Ranger mkgtf function with option “—attribute = gene_biotype:protein_coding”). Reads were aligned and genes quantified with the Cell Ranger count function.

Downstream analysis was performed with R (version 4.1.0.)^54^ and Seurat (version 4.0.3)^55^. Default options for each function were used unless otherwise specified. Each group of samples was analyzed separately. Samples were filtered to exclude cells with > 20% mitochondrial expression, < 500 genes per cell, < 500 unique molecular identifiers (UMI) per cell, and a complexity score (log_10_[genes per cell/UMI per cell]) < 0.8. All samples were filtered to exclude genes expressed in less than 10 cells. To detect and remove doublets from each sample, FreeBayes (version 1.3.4)^56^^2^ was used to call germline variants from the Cell Ranger BAM files, using the same genome reference as used for alignment. These variants were then filtered for cross-cell total allele counts of ≥ 100 using bcftools (version 1.12)^57^^3^ and cell doublet assignments were calculated with Variational Inference for Reconstructing Ensemble Origins (Vireo, version 0.5.6)^54^. UMI counts were normalized with Seurat function SCTransform^58^, using method “qpoisson”, and additionally corrected for percent mitochondrial expression.

The 2 healthy control samples were integrated with functions SelectIntegrationFeatures (using and returning the top 3000 most variable genes), PrepSCTIntegration, FindIntegrationAnchors (using normalization method “SCT” and 5 anchors), and IntegrateData (using normalization method “SCT”). Principal component analysis (PCA) was performed on the integrated counts with function RunPCA. Clusters were identified using functions FindNeighbors (using the first 30 PCs) and FindClusters (using a range of resolutions from 0 to 1.0 at every 0.05 increment). Marker genes conserved across the 2 healthy control samples were identified for each cluster with function FindConservedMarkers and annotated with R package AnnotationHub (version 1.54.1)^59^. Marker gene lists were manually analyzed to determine the cell type of each cluster. For the nitrofen control and nitrofen CDH samples, PCA was performed on the SCT-normalized counts; clustering and marker analysis was performed for each sample separately, using a resolution of 1.0 with FindClusters. Uniform Manifold Approximation and Projection (UMAP) was applied to the first 30 principal components (PCs) with function RunUMAP. Of note, manually selected *Ca4*^+^ endothelial cells were selected based on any *Ca4* expression above zero.

### Composition analysis

Differences in cell proportion of a given cell type between two experimental groups (integrated healthy controls, nitrofen control, nitrofen CDH) was performed with function prop.test in base R, using the total cell counts of each group as the number of trials and the cell type count as the number of successes. Two-sided tests were performed and Bonferroni correction was applied to adjust for multiple testing using function p.adjust in base R.

### Donor analysis

To enable reconstruction of sample identities for each cell in the pooled specimens of fetal lungs, genetic variants that segregate between the samples were used as natural barcodes for cell demultiplexing. Germline polymorphic variants were inferred from scRNA reads in each cell and aggregated across cells, as described above. In doing so, these incomplete genotype data were sufficient to reconstruct a partial genotypic state for rats in the pooled specimens. The filtered genotypes, along with the known number of pooled fetal rat lungs for each sample, were analyzed with Vireo^60^. Four pooled specimens were used, as follows: CDH = 5 lungs, NC = 5 lung, healthy control 1 = 5 lungs, and healthy control 2 = 5 lungs. Together, the two healthy controls were the 2HC group. Vireo estimated per-cell donor assignment probabilities based on distinct germline genotype patterns that were representative of unique lung samples, allowing each cell to be assigned to an arbitrarily named “donor” after probabilistic demultiplexing^60^. Donor cell assignment probabilities are summarized in Supplemental Figure S6. Cells for which there were equal per-donor probabilities were randomly assigned to donors.

### Experimental group differential gene expression

Our analytic approach to differential gene expression was designed to allow us to best distinguish the effect of nitrofen exposure from the effect of lung compression without statistical averaging that would not make sense biologically. Gene expression differences between experimental groups were evaluated for each cell type with the following permutations: CDH versus 2HC, NC versus 2HC and CDH versus NC. Pseudo-bulk counts (summed gene counts within each cell type) were generated for each donor within each cell type, using function aggregate.Matrix from R package Matrix.utils (version 0.9.8.)^61^. Differential gene expression analysis was performed with R packages edgeR (version 3.34.0)^62^ and limma (version 3.48.1)^63^, using default options, unless otherwise indicated. Pseudo-bulk counts were filtered for low expression with function filterByExpr, normalized for sequencing depth (UMI counts) and composition with function calcNormFactors (using method “trimmed mean of M-values”), and precision weights were estimated with function voom. Per-gene linear regression models were fit with a covariate for experimental group using function lmFit and contrasts for each comparison were calculated with functions makeContrasts and contrasts.fit. T-statistics from the regression models were moderated across genes with function eBayes. Multiple gene testing correction was applied using the Benjamini–Hochberg method and *p*-values were obtained from function topTable. An adjusted *p* < 0.05 was considered significant.

### Visualization

Pseudo-bulk counts were transformed for visualization with function regularized logarithm transformation (rlog) from R package DESeq2 (version 1.32.0)^64^. This was blinded to the experimental group. The rlog transformation functions similarly to a log_2_ transformation for genes with high counts but shrinks together values for different samples for genes with low counts, thereby stabilizing the variance between genes and rendering the data homoskedastic. Violin plots were generated from these rlog-transformed counts using Prism (version 9.1.2, GraphPad, San Diego, CA). Rlog-counts were additionally scaled with function scale from the base R package, so that each gene was adjusted by subtracting its mean and dividing by its standard deviation. The scaled rlog counts were used to produce heatmaps with Prism. To generate dot plots of the top marker genes for a given cell type, the percentage of cells expressing a gene and its z-score were calculated. Raw gene counts were normalized for UMI counts per cell and log-transformed with function NormalizeData from Seurat. Within each cell type, the exponentials (using function expm1 from base R) of the log-transformed values were used to generate an average and standard deviation, and then the normalized counts were scaled by subtracting the average and dividing by the standard deviation to create a z-score for each gene. Dot plots were generated using JMP Pro 16.2.0 (SAS, Cary, NC).

### Ingenuity pathway analysis

Expression analysis based on the expression log ratio was performed within Ingenuity Pathway Analysis (version 90348151, Qiagen, Redwood, CA). Queries looked at direct and indirect relationships of experimentally observed data across human, mouse and rat species and all available cell types. Expression log ratio cutoffs were set at a log_2_FC >|1| and an adjusted expression *p*-value of < 0.05. A disease or functional pathway was predicted to have directionality (up- or down-regulation) to its activation state if the activation z-score was ≥|2| per IPA standards^65^. Our analysis focused on biological processes relevant to angiogenesis, vessel formation, inflammation, cell division/proliferation, and endothelial cell function.

### Gene ontology analysis of endothelial cell subclusters

Marker genes for endothelial cell sub-clusters were investigated for Gene Ontology classification of biological processes with PANTHER (version 17.0)^66^. Results were adjusted for False Discovery Rate (FDR) as calculated by the Benjamini–Hochberg procedure, filtered for an overall FDR < 0.05, and sorted hierarchically to help understand the relationships between over-represented or enriched functional classes. *P*-values representing the probability that the number of genes observed in each category occurred by chance were determined by Fishers exact test or Binomial statistic, with a cutoff for significance of *p* < 0.05. These were represented graphically as − log(*p* value). The Fold Enrichment for each biological process of calculated by dividing the genes observed in the marker gene list over the expected number of genes for each category. Fold enrichment > 1 indicated overrepresentation in the data. Gene ratios were calculated by dividing the number of genes represented in our data from each category over the number of genes in the reference list that map to the particular annotation data category. Biological process enrichment dot plots were created using JMP Pro 16.1.0.

### Sample size analysis

The Genomics Core targeted 200 million reads per sample, which equated to an estimated 40 million expected reads per donor if shared amongst 5 donor lungs. Assuming endothelial cells would comprise a proportion ranging from 1 to 25% of total cells and that the expected reads would be divided across 25,000 possible genes, we anticipated on average a range of 16 to 400 per-gene pseudobulk counts. Assuming a coefficient of variation of 0.1 for rat samples, at 80% power and a per-gene alpha of 0.05/25,000, for equally sized groups (n = 5 donors), we expected to be able to detect a minimum fold change in mean endothelial cell gene expression ranging from 1.49 to 2.6. These assumptions were made with the knowledge that actual UMI counts would be less after accounting for PCR duplicates and that the number of expressed genes would be fewer based on 10x capture bias. Calculations were performed with function “rnapower” from R package RNASeqPower (version 1.34.0)^67^.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) data repository (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE196313, currently available via token).

# Supplementary material for: Single-cell transcriptomic profiling of microvascular endothelial cell heterogeneity in congenital diaphragmatic hernia
**Source:** Sci Rep. 2023 Jun 17;13:9851. doi: 10.1038/s41598-023-37050-y
**Supplement:** Supplementary file 2 — Supplementary Information 2.

# **Single-cell transcriptomic profiling of microvascular endothelial cell heterogeneity in congenital diaphragmatic hernia**

**Jason O. Robertson, M.D., M.S. <sup>1\*</sup>, Peter Bazeley, M.D., M.S. <sup>2</sup>, Serpil C. Erzurum, M.D. <sup>3</sup>, Kewal Asosingh, Ph.D. <sup>3</sup>**

**Supplemental Figure S1. Known cell type markers identified discrete endothelial and epithelial cell clusters within each experimental group.**

**Supplemental Figure S2. Known cell type markers identified discrete mesenchymal and other cell clusters within each experimental group.**

**Supplemental Figure S3. Known cell type markers identified discrete immune cell clusters within each experimental group.**

**Supplemental Figure S4. AT1 *Vegfa* expression changes did not account for reductions in *Ca4+* microvascular endothelial cells.** No significant differences in type I alveolar cell *Vegfa* expression were observed between experimental groups.

a

b

c

**Supplemental Figure S5. Gene ontology analysis revealed increased enrichment for vascular development and endothelial migration in CDH mvCa4+ endothelial cells.** These analyses represent gene enrichment in mvCa4+ endothelial cells compared to all other endothelial cells within the 2HC (a), NC (b) and CDH (c) experimental groups. The top 30 biological process results from PANTHER gene ontology analysis are shown, plus four additional, relevant processes from the next 25 biological processes are shown for the CDH group. Biological processes highlighted in red are relevant to blood vessel formation and endothelial cell function. The  $-\log(p\text{-value})$  is a transformation of the false discovery rate (FDR) adjusted p-value. Note, that the scale for the fold enrichment varies between the three groups, such that there are both more angiogenic biological processes and significantly higher fold enrichment for the CDH mvCa4+ ECs.

| <b>Supplemental Table S1. 2HC mvEC PANTHER Gene Ontology Analysis</b>                                                                                                                                      |                    |                   |                             |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------|-------------------|-----------------------------|
| <b>Biological Process</b>                                                                                                                                                                                  | <b>Fold Change</b> | <b>Gene Ratio</b> | <b>FDR Adjusted P-Value</b> |
| electron transport coupled proton transport (GO:0015990)                                                                                                                                                   | 32.06              | 0.60              | 2.35E-02                    |
| negative regulation of ubiquitin protein ligase activity (GO:1904667)                                                                                                                                      | 28.77              | 0.54              | 1.57E-05                    |
| energy coupled proton transmembrane transport, against electrochemical gradient (GO:0015988)                                                                                                               | 22.90              | 0.43              | 4.08E-02                    |
| muscle filament sliding (GO:0030049)                                                                                                                                                                       | 22.90              | 0.43              | 4.06E-02                    |
| venous blood vessel development (GO:0060841)                                                                                                                                                               | 18.70              | 0.35              | 9.72E-05                    |
| negative regulation of ubiquitin-protein transferase activity (GO:0051444)                                                                                                                                 | 15.58              | 0.29              | 2.37E-04                    |
| regulation of ubiquitin protein ligase activity (GO:1904666)                                                                                                                                               | 14.38              | 0.27              | 3.47E-04                    |
| regulation of cell-cell adhesion mediated by cadherin (GO:2000047)                                                                                                                                         | 12.57              | 0.24              | 3.45E-02                    |
| basement membrane organization (GO:0071711)                                                                                                                                                                | 11.05              | 0.21              | 4.69E-03                    |
| inner mitochondrial membrane organization (GO:0007007)                                                                                                                                                     | 10.34              | 0.19              | 5.80E-03                    |
| positive regulation of signal transduction by p53 class mediator (GO:1901798)                                                                                                                              | 10.02              | 0.19              | 6.56E-03                    |
| vascular endothelial growth factor receptor signaling pathway (GO:0048010)                                                                                                                                 | 9.89               | 0.19              | 2.07E-02                    |
| ribosomal large subunit assembly (GO:0000027)                                                                                                                                                              | 8.22               | 0.15              | 1.38E-02                    |
| response to thyroid hormone (GO:0097066)                                                                                                                                                                   | 8.13               | 0.15              | 5.56E-03                    |
| vasculogenesis (GO:0001570)                                                                                                                                                                                | 8.01               | 0.15              | 3.58E-05                    |
| negative regulation of ubiquitin-dependent protein catabolic process (GO:2000059)                                                                                                                          | 7.92               | 0.15              | 2.38E-03                    |
| regulation of actin cytoskeleton reorganization (GO:2000249)                                                                                                                                               | 7.63               | 0.14              | 1.85E-02                    |
| establishment of endothelial barrier (GO:0061028)                                                                                                                                                          | 7.63               | 0.14              | 4.61E-02                    |
| cellular response to vascular endothelial growth factor stimulus (GO:0035924)                                                                                                                              | 7.46               | 0.14              | 2.04E-02                    |
| ribosome assembly (GO:0042255)                                                                                                                                                                             | 7.39               | 0.14              | 2.77E-05                    |
| positive regulation of G1/S transition of mitotic cell cycle (GO:1900087)                                                                                                                                  | 6.97               | 0.13              | 2.60E-02                    |
| regulation of ubiquitin-protein transferase activity (GO:0051438)                                                                                                                                          | 6.68               | 0.13              | 1.32E-02                    |
| aerobic electron transport chain (GO:0019646)                                                                                                                                                              | 6.48               | 0.12              | 6.59E-03                    |
| regulation of extracellular matrix organization (GO:1903053)                                                                                                                                               | 6.41               | 0.12              | 3.58E-02                    |
| ATP synthesis coupled electron transport (GO:0042773)                                                                                                                                                      | 6.33               | 0.12              | 3.54E-03                    |
| positive regulation of DNA-templated transcription initiation (GO:2000144)                                                                                                                                 | 6.29               | 0.12              | 3.82E-02                    |
| liver regeneration (GO:0097421)                                                                                                                                                                            | 6.24               | 0.12              | 3.82E-03                    |
| negative regulation of proteolysis involved in protein catabolic process (GO:1903051)                                                                                                                      | 6.19               | 0.12              | 8.33E-03                    |
| endothelial cell differentiation (GO:0045446)                                                                                                                                                              | 6.00               | 0.11              | 1.99E-03                    |
| mitochondrial ATP synthesis coupled electron transport (GO:0042775)                                                                                                                                        | 5.78               | 0.11              | 1.18E-02                    |
| oxidative phosphorylation (GO:0006119)*                                                                                                                                                                    | 5.60               | 0.10              | 1.46E-03                    |
| endothelium development (GO:0003158)*                                                                                                                                                                      | 5.14               | 0.10              | 5.59E-03                    |
| respiratory electron transport chain (GO:0022904)*                                                                                                                                                         | 4.86               | 0.09              | 1.43E-02                    |
| aerobic respiration (GO:0009060)*                                                                                                                                                                          | 4.82               | 0.09              | 1.07E-03                    |
| positive regulation of endothelial cell proliferation (GO:0001938)*                                                                                                                                        | 4.76               | 0.09              | 1.57E-02                    |
| positive regulation of angiogenesis (GO:0045766)*                                                                                                                                                          | 4.48               | 0.08              | 5.63E-04                    |
| positive regulation of vasculature development (GO:1904018)*                                                                                                                                               | 4.48               | 0.08              | 5.57E-04                    |
| *Above the black line are the top 30 biological processes, as sorted by fold enrichment. The biological processes below the heavy black line are relevant processes selected from the next 30 top results. |                    |                   |                             |

| <b>Supplemental Table S2. NC mvEC PANTHER Gene Ontology Analysis</b>                                                                            |                    |                   |                             |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------|-------------------|-----------------------------|
| <b>Biological Process</b>                                                                                                                       | <b>Fold Change</b> | <b>Gene Ratio</b> | <b>FDR Adjusted P-Value</b> |
| apelin receptor signaling pathway (GO:0060183)                                                                                                  | 95.93              | 0.67              | 2.32E-02                    |
| negative regulation of adenylate cyclase-activating adrenergic receptor signaling pathway involved in heart process (GO:0140199)                | 95.93              | 0.67              | 2.31E-02                    |
| melanocyte migration (GO:0097324)                                                                                                               | 95.93              | 0.67              | 2.31E-02                    |
| electron transport coupled proton transport (GO:0015990)                                                                                        | 86.34              | 0.60              | 1.82E-03                    |
| protein localization to bicellular tight junction (GO:1902396)                                                                                  | 71.95              | 0.50              | 2.52E-03                    |
| caveola assembly (GO:0070836)                                                                                                                   | 71.95              | 0.50              | 3.11E-02                    |
| regulation of adenylate cyclase-activating adrenergic receptor signaling pathway involved in heart process (GO:0140192)                         | 71.95              | 0.50              | 3.10E-02                    |
| positive regulation of mast cell proliferation (GO:0070668)                                                                                     | 71.95              | 0.50              | 2.50E-03                    |
| trans-synaptic signaling by BDNF, modulating synaptic transmission (GO:0099183)                                                                 | 71.95              | 0.50              | 3.09E-02                    |
| energy coupled proton transmembrane transport, against electrochemical gradient (GO:0015988)                                                    | 61.67              | 0.43              | 3.24E-03                    |
| negative regulation of adenylate cyclase-activating adrenergic receptor signaling pathway (GO:0071878)                                          | 57.56              | 0.40              | 4.01E-02                    |
| negative regulation of protein neddylation (GO:2000435)                                                                                         | 57.56              | 0.40              | 4.00E-02                    |
| positive regulation of endothelial cell chemotaxis by VEGF-activated vascular endothelial growth factor receptor signaling pathway (GO:0038033) | 57.56              | 0.40              | 3.99E-02                    |
| trans-synaptic signaling by BDNF (GO:0099191)                                                                                                   | 57.56              | 0.40              | 3.98E-02                    |
| dichotomous subdivision of terminal units involved in salivary gland branching (GO:0060666)                                                     | 57.56              | 0.40              | 3.97E-02                    |
| plasma membrane raft assembly (GO:0044854)                                                                                                      | 47.97              | 0.33              | 4.87E-02                    |
| mast cell proliferation (GO:0070662)                                                                                                            | 47.97              | 0.33              | 4.86E-02                    |
| positive regulation of gap junction assembly (GO:1903598)                                                                                       | 47.97              | 0.33              | 4.85E-02                    |
| regulation of gap junction assembly (GO:1903596)                                                                                                | 47.97              | 0.33              | 5.21E-03                    |
| positive regulation of establishment of endothelial barrier (GO:1903142)                                                                        | 43.17              | 0.30              | 6.45E-03                    |
| positive regulation of endothelial cell development (GO:1901552)                                                                                | 43.17              | 0.30              | 6.42E-03                    |
| regulation of mast cell proliferation (GO:0070666)                                                                                              | 43.17              | 0.30              | 6.39E-03                    |
| positive regulation of vasculogenesis (GO:2001214)                                                                                              | 39.25              | 0.27              | 7.74E-03                    |
| venous blood vessel development (GO:0060841)                                                                                                    | 35.98              | 0.25              | 1.30E-04                    |
| retina vasculature morphogenesis in camera-type eye (GO:0061299)                                                                                | 30.84              | 0.21              | 1.21E-02                    |
| angiogenesis involved in wound healing (GO:0060055)                                                                                             | 28.78              | 0.20              | 1.40E-02                    |
| negative regulation of vasoconstriction (GO:0045906)                                                                                            | 28.78              | 0.20              | 1.40E-02                    |
| regulation of vasculogenesis (GO:2001212)                                                                                                       | 26.98              | 0.19              | 1.60E-02                    |
| negative regulation of vascular permeability (GO:0043116)                                                                                       | 26.16              | 0.18              | 2.71E-03                    |
| retina vasculature development in camera-type eye (GO:0061298)                                                                                  | 25.03              | 0.17              | 3.01E-03                    |
| establishment of endothelial barrier (GO:0061028)*                                                                                              | 24.67              | 0.17              | 7.35E-05                    |
| regulation of establishment of endothelial barrier (GO:1903140)*                                                                                | 20.56              | 0.14              | 2.78E-02                    |
| vascular endothelial growth factor signaling pathway (GO:0038084)*                                                                              | 20.56              | 0.14              | 2.77E-02                    |
| regulation of endothelial cell development (GO:1901550)*                                                                                        | 20.56              | 0.14              | 2.76E-02                    |
| positive regulation of cell migration involved in sprouting angiogenesis (GO:0090050)*                                                          | 20.56              | 0.14              | 2.75E-02                    |
| regulation of vascular permeability (GO:0043114)*                                                                                               | 17.62              | 0.12              | 3.19E-04                    |
| endothelial cell development (GO:0001885)*                                                                                                      | 17.07              | 0.12              | 7.42E-05                    |
| vasculogenesis (GO:0001570)*                                                                                                                    | 16.19              | 0.11              | 3.92E-06                    |
| vascular endothelial growth factor receptor signaling pathway (GO:0048010)*                                                                     | 15.99              | 0.11              | 4.47E-02                    |
| branching involved in blood vessel morphogenesis (GO:0001569)*                                                                                  | 15.56              | 0.11              | 1.09E-02                    |

|                                                                                                                                                                                                            |       |      |          |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|------|----------|
| aerobic electron transport chain (GO:0019646)*                                                                                                                                                             | 15.26 | 0.11 | 1.33E-04 |
| endothelial cell differentiation (GO:0045446)*                                                                                                                                                             | 14.55 | 0.10 | 8.29E-06 |
| *Above the black line are the top 30 biological processes, as sorted by fold enrichment. The biological processes below the heavy black line are relevant processes selected from the next 30 top results. |       |      |          |

| <b>Supplemental Table S3. CDH mvEC PANTHER Gene Ontology Analysis</b>                                                                           |                    |                   |                             |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------|-------------------|-----------------------------|
| <b>Biological Process</b>                                                                                                                       | <b>Fold Change</b> | <b>Gene Ratio</b> | <b>FDR Adjusted P-Value</b> |
| negative regulation of adenylate cyclase-activating adrenergic receptor signaling pathway involved in heart process (GO:0140199)                | > 100              | 0.67              | 1.58E-02                    |
| regulation of adenylate cyclase-activating adrenergic receptor signaling pathway involved in heart process (GO:0140192)                         | > 100              | 0.50              | 2.09E-02                    |
| caveola assembly (GO:0070836)                                                                                                                   | > 100              | 0.50              | 2.10E-02                    |
| dichotomous subdivision of terminal units involved in salivary gland branching (GO:0060666)                                                     | 83.83              | 0.40              | 2.63E-02                    |
| electron transport coupled proton transport (GO:0015990)                                                                                        | 83.83              | 0.40              | 2.64E-02                    |
| positive regulation of endothelial cell chemotaxis by VEGF-activated vascular endothelial growth factor receptor signaling pathway (GO:0038033) | 83.83              | 0.40              | 2.65E-02                    |
| negative regulation of adenylate cyclase-activating adrenergic receptor signaling pathway (GO:0071878)                                          | 83.83              | 0.40              | 2.66E-02                    |
| positive regulation of mast cell proliferation (GO:0070668)                                                                                     | 69.85              | 0.33              | 3.22E-02                    |
| protein localization to bicellular tight junction (GO:1902396)                                                                                  | 69.85              | 0.33              | 3.24E-02                    |
| plasma membrane raft assembly (GO:0044854)                                                                                                      | 69.85              | 0.33              | 3.25E-02                    |
| energy coupled proton transmembrane transport, against electrochemical gradient (GO:0015988)                                                    | 59.88              | 0.29              | 3.91E-02                    |
| regulation of matrix metalloproteinase secretion (GO:1904464)                                                                                   | 52.39              | 0.25              | 4.66E-02                    |
| positive regulation of cell migration by vascular endothelial growth factor signaling pathway (GO:0038089)                                      | 52.39              | 0.25              | 4.67E-02                    |
| positive regulation of early endosome to late endosome transport (GO:2000643)                                                                   | 52.39              | 0.25              | 4.69E-02                    |
| retina vasculature morphogenesis in camera-type eye (GO:0061299)                                                                                | 44.91              | 0.21              | 6.70E-03                    |
| venous blood vessel development (GO:0060841)                                                                                                    | 41.91              | 0.20              | 1.02E-03                    |
| negative regulation of vascular permeability (GO:0043116)                                                                                       | 38.10              | 0.18              | 1.25E-03                    |
| maintenance of blood-brain barrier (GO:0035633)                                                                                                 | 34.93              | 0.17              | 1.08E-02                    |
| positive regulation of cell migration involved in sprouting angiogenesis (GO:0090050)                                                           | 29.94              | 0.14              | 1.47E-02                    |
| vascular endothelial growth factor signaling pathway (GO:0038084)                                                                               | 29.94              | 0.14              | 1.48E-02                    |
| basement membrane organization (GO:0071711)                                                                                                     | 28.91              | 0.14              | 2.58E-03                    |
| embryonic hemopoiesis (GO:0035162)                                                                                                              | 27.94              | 0.13              | 2.83E-03                    |
| retina vasculature development in camera-type eye (GO:0061298)                                                                                  | 27.33              | 0.13              | 1.72E-02                    |
| antigen processing and presentation of peptide antigen via MHC class Ib (GO:0002428)                                                            | 27.04              | 0.13              | 3.03E-03                    |
| cellular response to thyroid hormone stimulus (GO:0097067)                                                                                      | 26.20              | 0.13              | 1.87E-02                    |
| mitochondrial electron transport, cytochrome c to oxygen (GO:0006123)                                                                           | 26.20              | 0.13              | 1.88E-02                    |
| antigen processing and presentation via MHC class Ib (GO:0002475)                                                                               | 24.65              | 0.12              | 3.89E-03                    |
| establishment of endothelial barrier (GO:0061028)                                                                                               | 23.95              | 0.11              | 4.22E-03                    |
| antigen processing and presentation of endogenous peptide antigen via MHC class I (GO:0019885)                                                  | 23.95              | 0.11              | 4.25E-03                    |
| vascular endothelial growth factor receptor signaling pathway (GO:0048010)                                                                      | 23.28              | 0.11              | 2.33E-02                    |
| branching involved in blood vessel morphogenesis (GO:0001569)*                                                                                  | 22.66              | 0.11              | 4.89E-03                    |
| antigen processing and presentation of endogenous peptide antigen (GO:0002483)*                                                                 | 22.66              | 0.11              | 4.93E-03                    |
| antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway, TAP-independent (GO:0002486)*                 | 21.68              | 0.10              | 2.64E-02                    |
| antigen processing and presentation of endogenous antigen (GO:0019883)*                                                                         | 21.49              | 0.10              | 5.52E-03                    |
| regulation of vascular permeability (GO:0043114)*                                                                                               | 21.38              | 0.10              | 1.16E-03                    |

|                                                                                                                                                                                                                   |       |      |          |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|------|----------|
| vasculogenesis (GO:0001570)*                                                                                                                                                                                      | 20.96 | 0.10 | 6.12E-06 |
| antigen processing and presentation of endogenous peptide antigen via MHC class Ib (GO:0002476)*                                                                                                                  | 20.96 | 0.10 | 2.84E-02 |
| antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway (GO:0002484)*                                                                                                    | 20.96 | 0.10 | 2.85E-02 |
| negative regulation of endothelial cell apoptotic process (GO:2000352)*                                                                                                                                           | 19.65 | 0.09 | 3.23E-02 |
| cellular response to vascular endothelial growth factor stimulus (GO:0035924)*                                                                                                                                    | 19.49 | 0.09 | 7.01E-03 |
| antigen processing and presentation of peptide antigen via MHC class I (GO:0002474)*                                                                                                                              | 17.84 | 0.09 | 8.98E-03 |
| positive regulation of blood vessel endothelial cell migration (GO:0043536)*                                                                                                                                      | 17.76 | 0.08 | 2.13E-03 |
| endothelial cell development (GO:0001885)*                                                                                                                                                                        | 17.76 | 0.08 | 2.15E-03 |
| negative regulation of endothelial cell proliferation (GO:0001937)*                                                                                                                                               | 17.46 | 0.08 | 9.48E-03 |
| mast cell activation (GO:0045576)*                                                                                                                                                                                | 17.46 | 0.08 | 4.14E-02 |
| positive regulation of T cell mediated cytotoxicity (GO:0001916)*                                                                                                                                                 | 17.11 | 0.08 | 9.95E-03 |
| regulation of cell migration involved in sprouting angiogenesis (GO:0090049)*                                                                                                                                     | 16.12 | 0.08 | 4.93E-02 |
| regulation of endothelial cell apoptotic process (GO:2000351)*                                                                                                                                                    | 15.24 | 0.07 | 1.37E-02 |
| regulation of blood vessel endothelial cell migration (GO:0043535)*                                                                                                                                               | 15.12 | 0.07 | 2.19E-04 |
| regulation of T cell mediated cytotoxicity (GO:0001914)*                                                                                                                                                          | 14.45 | 0.07 | 1.56E-02 |
| endothelial cell differentiation (GO:0045446)*                                                                                                                                                                    | 14.13 | 0.07 | 1.19E-03 |
| ATP synthesis coupled electron transport (GO:0042773)*                                                                                                                                                            | 13.79 | 0.07 | 4.93E-03 |
| <p>*Above the black line are the top 30 biological processes, as sorted by fold enrichment. The biological processes below the heavy black line are relevant processes selected from the next 30 top results.</p> |       |      |          |

**Supplemental Figure S6. Heatmaps of donor cell assignment probabilities determined by Vireo germline genotype-based demultiplexing.** Unsupervised hierarchical clustering was applied to rows (cells) and plotted using the pheatmap function in R (version 4.1.1). Per-cell assignments were based on germline genotype patterns representative of distinct rat samples. Cells with equal donor probabilities were randomly assigned to donors.

How the deposited data were processed for this re-analysis (not part of the article)

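Single cells from fetal rat lungs at embryonic day 21.5 were measured in 4 droplet libraries, 2 of healthy controls (2HC Original and New), 1 of nitrofen-exposed fetuses without a hernia (NC) and 1 with a left hernia (CDH). Each library pooled 5 lungs, so 2HC stands for 10 lungs and the others for 5 each. The authors aligned the reads to the rat genome with Cell Ranger and deposited the raw UMI count of every gene in every called barcode, with their cell type name for each cell they kept. The deposited counts are not normalized. They hold 109652396 UMIs in 2HC Original, 49572754 in 2HC New, 102752165 in NC and 53484787 in CDH. The kept cells hold 73629217, 32470237, 68801991 and 37352722 UMIs, with medians of 1389, 2686, 1593 and 1626 genes and of 4.56%, 6.67%, 7.66% and 8.09% mitochondrial UMIs. Under the filters stated in the methods (at most 20% mitochondrial UMIs, at least 500 genes, at least 500 UMIs and a complexity of at least 0.8), 15456, 3314, 12468 and 6568 barcodes pass, and every kept cell is among them, so a filter on these limits as an alternative changed nothing and was left out. The paper's EC counts and percentages imply 16025 cells in 2HC, 12083 in NC and 6459 in CDH, beside 18514, 12221 and 6453 kept here.

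Because some deposited names contradict marker genes, and not the same names in all libraries, cell types were rebuilt, a choice made after seeing the data. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes and 30 principal components were used, and a graph of 20 nearest neighbours was clustered by the Leiden method at a resolution of 1.0 for all cells and 0.5 for the endothelial cells alone (scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in python 3.11.15). Libraries were clustered together with no correction between them. A cluster was named after the marker list with the highest mean log2 level over other clusters, if that was over 1, led the next list by at least 0.5 and had at least 3 of its markers detected, and otherwise remained unnamed. An endothelial cluster was named mvProlif, mvHH, maArterial or maVenous where that list's level was over 1.5 and mvEC elsewhere, and remained unnamed where the list of another cell type was over 1.5. Cells whose possible doublet status was used in an alternative were mvECs or mvCa4+ cells with at least 2 UMIs of immune genes or at least 5 UMIs of Sftpc above the median of their library. Possible doublets were 19.8% of mvECs in 2HC Original, 11.3% in 2HC New, 20.9% in NC and 28.4% in CDH.

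Gene counts were summed per library and cell type, giving 4223421, 2354501, 6006761 and 3340486 UMIs for mvECs and 2570884, 1391494, 1950672 and 905408 for mvCa4+ cells in the order 2HC Original, 2HC New, NC and CDH. They were compared with edgeR 4.0.16 (filterByExpr, TMM normalization and the quasi-likelihood test) in R 4.3.3, over 3 groups with 1 residual degree of freedom. In the main mvEC and mvCa4+ fits the prior degrees of freedom were infinite, so the spread was pooled over genes. Gene lists, 29 of them, were fixed before the data were examined, but after the paper's tables had been read. They were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation. The latter was estimated with 1 residual degree of freedom, so it cannot decide whether a list moved. Tested on simulated data with the mean counts of mvECs, the edgeR test called 51.5%, 92.5% and 95.5% of genes changed by 1.5, 2 and 3 on the log2 scale, with 10 false calls among 10121 genes. For mvCa4+ sums it called 47.0%, 70.1% and 97.0%, with 4 false calls among 8867 genes. These rates belong to the simulated data. Whether they hold for genes that differ between the healthy libraries, such as Hspa1b, was not tested. Nor was the effect on them of the barcodes shared by NC and CDH. Shares of cells carry exact 95% binomial intervals, and for a count of 0 the share that 3 counts would give. Named genes are those that the paper names, members of the lists, and up to 10 genes per direction with the largest changes among called genes with at least 100 UMIs and the lone library beyond both healthy ones.

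The alternatives tried were DESeq2 1.42.0 and limma-voom in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, counts thinned to equal totals, only the 2 groups compared, no possible doublets, each healthy library left out, and for shares other thresholds, depths and denominators. Chosen after seeing the data were NC without the barcodes shared with CDH, cells that the deposited groups place alike, CDH without its Ca4-rich cluster, mvECs outside the dividing cluster of their own group, and the EC share with unnamed endothelial clusters. Rebuilding the cell types, on which the shares and fits rest, was also chosen after seeing the data. Leaving out single fetuses was not run, since cells were summed per library and no map from cells to lungs was analysed here. The authors' UMAPs, enrichment of gene ontology terms and pathway z-scores were not recomputed, and tissue sections were not analysed here.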

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

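Of the tests given here, those of the chance overlap, the ratio of UMIs and the similarity of profiles were chosen after the result was seen, as was leaving the shared barcodes out of NC.

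The NC and CDH libraries shared 10002 cell barcodes, a signal that the paper does not report, while other pairs of libraries shared 13 to 114. This is 324.4 times the 30.8 expected if barcodes met by chance, which argues against chance. Molecules that had hopped between libraries during sequencing would be a small fraction of their source, but the median ratio of NC to CDH UMIs at a shared barcode was 0.82, which argues against that. The median cosine similarity of 0.979 is consistent with the same cells standing in both libraries, and 15.7% of NC UMIs at shared barcodes had no partner in CDH, against 76.9% for random pairs, so whether the molecules are also the same or the cells were sequenced again cannot be told apart from UMI totals. No biological explanation was tested, since separate fetuses share no cells, and which group these cells, 42.6% of the NC UMIs, belong to was not settled, so either the NC values are partly those of CDH lungs or the CDH values are largely those of NC lungs if the cells are the same.

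A cluster of mvECs led by Ca4, Pcdha13 and Ednrb, which the paper does not report as a cluster, held 118 CDH cells, 11.6% of its microvascular ECs (95% interval 9.67–13.7%). The shares in 2HC and NC were 8.92% (205 of 2298) and 10.9% (210 of 1928), the latter 10.8% without the barcodes shared with CDH. The cluster held 153 of 1850 microvascular ECs in 2HC Original and 52 of 448 in 2HC New, the latter about the share of CDH. The deposited names of CDH alone include mv ECs high in Ca4, on 6 cells of which 3 carried perivascular fibroblast markers. Within CDH, the cluster of mvECs had 391 CPM of Ca4 against 38.0 in the other mvECs.

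A small cluster led by the lymphatic genes Ccl21, Mmrn1 and Prox1, a type that the paper does not describe among its ECs, held 13 cells in 2HC, 2 in NC and 3 in CDH. With so few cells no comparison between groups was made.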

How the results depend on the processing

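Leaving the shared barcodes out of NC, leaving the Ca4-rich cluster out of CDH, taking only cells that the deposited groups place alike, taking only mvECs outside the dividing cluster of their own group and adding unnamed clusters to the EC share were chosen after seeing the data, and the other alternatives before. Of the named genes, 36 of 70 were called with edgeR, and of these 35 lost their call under DESeq2, 19 under limma-voom and 20 without possible doublets, a filter that itself selects on immune genes. With DESeq2's size factors 65 of 67 kept direction and call, with no filter on low counts 62 of 67, with thinned counts 60 of 67, with only the 2 groups compared 57 of 59, and outside the dividing clusters 37 of 44. Without 2HC Original, 20 of 69 genes moved by more than their standard error, and without 2HC New, 12 of 70, as values with no test.

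Outside the dividing clusters the 33 and 32 genes called in mvECs in CDH and in NC against 2HC became 24 and 31, and Top2a lost its call in both (−1.57 and −1.34). The 33 genes in CDH against 2HC became 0 with DESeq2, 12 with limma-voom, 13 without possible doublets and 17 with thinned counts. For NC against 2HC, 32 genes became 1, 12, 14 and 16 in the same order. In mvCa4+ cells, 13 genes in CDH against 2HC became 0, 1 and 4 with DESeq2, limma-voom and without possible doublets, and 3 in NC against 2HC became 0, 0 and, with no filter, 5. CDH against NC went from 0 to 5 in mvECs and to 4 in mvCa4+ cells without the shared barcodes. Camera called 17, 15 and 7 gene lists in mvECs and 15, 13 and 4 in mvCa4+ cells. These stand for CDH against 2HC, NC against 2HC and CDH against NC. All 6 counts became 0 with an estimated correlation. That correlation was estimated with 1 residual degree of freedom, so these values cannot decide whether a list moved. The cause of the other changes was not tested.

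Directions reversed for Ednrb (0.13) and Pcdha13 (0.08) in mvECs of CDH against 2HC without possible doublets, and for Ca4 (−0.83), Ednrb (−1.85) and Pcdha13 (−1.24) of CDH against NC without the Ca4-rich cluster. Sftpc in mvECs of CDH against 2HC, which had a log2FC near 0, reversed outside the dividing clusters (−0.04). It stood at 2.5 without 2HC Original and at −0.79 without 2HC New, so its value depended on the healthy library. In mvCa4+ cells of NC against 2HC, Cdc20 (0.19) and Cenpe (0.17) reversed without the shared barcodes. Arterial Ednrb ranged from −0.43 to 0.74 in CDH and from −0.57 to 0.60 in NC when a healthy library was left out, and was 0.02 in NC without the shared barcodes. The cause was not tested.

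The Ca4+ share of 2HC, NC and CDH was 7.28%, 5.33% and 5.67% at 1000 UMIs, 13.1%, 8.39% and 7.53% at 2000, 9.31%, 5.6% and 6.76% at a threshold of 2 UMIs, and 16.8%, 11.4% and 11.1% of all 5 EC clusters. At 3000 UMIs 2HC, NC and CDH gave 16.9%, 10.7% and 8.91%, while CDH without its Ca4-rich cluster, with cells not thinned, gave 8.06% in place of 13.6%. Depth thus limits this share, since fewer UMIs per cell show fewer Ca4+ cells. Leaving out a healthy library gave 18.7% to 22.3% for the Ca4+ share of 2HC, 4.69% to 4.7% for Ca4+ mvProlif cells, 13.9% to 16.7% for ECs, 56.7% to 60.5% for mvEC, 18.6% to 21.1% for mvProlif, 4.08% to 9.63% for mvHH, 7.41% to 9.65% for maArterial and 5.24% to 7.24% for maVenous. As percent of all cells, mvEC stood at 8.24%, 12.0% and 12.4%, mvProlif at 2.95%, 2.79% and 2.43%, mvHH at 1.22%, 0.99% and 0.992%, maArterial at 1.13%, 1.87% and 1.94%, and maVenous at 0.81%, 1.69% and 1.75%, a wider denominator by construction. NC without the shared barcodes had 59.2% mvEC and 17.8% mvProlif. No paired analysis was possible because the groups share fewer than 2 replicate numbers. Leaving out single fetuses was not run.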

Differences from the paper's values

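The cell types here are rebuilt, the paper's are its own, and the paper tested cells as replicates for shares and fetuses for genes, while the library was the replicate here. All alternatives named here were set before the data were examined, except leaving the Ca4-rich cluster out of CDH, leaving the shared barcodes out of NC, taking only cells that the deposited groups place alike and taking only mvECs outside the dividing clusters.

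The mvHH share of ECs was 8.51% in 2HC (226 of 2657), 5.12% in NC (121 of 2363) and 5.09% in CDH (64 of 1258), and the paper's values are 17.5%, 11.5% and 8.5%. No alternative reached them, with all cells as denominator giving 1.22%, 0.99% and 0.992% and the single healthy libraries 9.63% and 4.08%. The maVenous share was 8.76% in NC (207 of 2363) and 8.98% in CDH (113 of 1258), the paper's are 5.7% and 4.9%, and with all cells as denominator 1.69% and 1.75% also differ. The Ca4+ mvProlif share in NC was 2.8% (54 of 1928) and the paper's is 1.8% (of 2178 cells), with no alternative set for NC beforehand. NC without the barcodes shared with CDH, chosen after seeing the data, lay further from the paper's value.

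The Ca4+ share of microvascular ECs in CDH was 13.6% (139 of 1020) and the paper's is 5.3%. Cells thinned to 1000 UMIs (5.67%), thinned to 2000 UMIs (7.53%) or counted at a threshold of 2 UMIs (6.76%) come within 1.5 times the paper's value, while these settings also lower 2HC to 7.28%, 13.1% and 9.31% and NC to 5.33%, 8.39% and 5.6%, beside the paper's 22.6% and 13.1%. Thinning to 3000 UMIs (8.91%), all ECs as denominator (11.1%) and mvECs alone (13.9%) still differ. CDH without its Ca4-rich cluster, chosen after seeing the values and with cells not thinned, gave 8.06%. The paper's table counts 1187 microvascular ECs in CDH and its Ca4+ mvProlif share counts 866, a difference of 321 cells, while 2HC (2290) and NC (2178) have the same number in both.

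In mvECs of CDH against 2HC, 5 genes were called up and 28 down, and the paper's counts are 41 and 64. The alternatives set beforehand gave 0 to 3 up and 0 to 31 down, and those chosen later 3, 4, 5 and 10 up (mvECs outside the dividing clusters, cells placed alike, NC without the shared barcodes and CDH without its Ca4-rich cluster), and all differ for genes called up. In CDH against NC 0 genes were called down and the paper has 4, with 0 under every alternative. In mvCa4+ cells the calls were 2 up and 11 down in CDH against 2HC, beside the paper's 12 and 69, and 0 up and 3 down in NC against 2HC, beside its 11 and 32. The alternatives set beforehand gave 0 to 3 up and 0 to 13 down, and 0 to 2 up and 0 to 3 down, NC without the shared barcodes gave 0 up and 4 down against 2HC, and all differ. Of the paper's 105 mvEC genes for CDH against 2HC, 98 had the same direction here and 11 were called, and of its 47 for NC against 2HC, 47 and 11. Of its mvCa4+ genes, 81 of 81 and 43 of 43 had the same direction, with 5 and 1 called.

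The log2FC of CDH against NC in mvECs was 0.15 for Ca4, 0.07 for Ednrb, 0.05 for Pcdha13 and −0.09 for Apln, and the paper's values are −2.29, −2.02, −1.78 and −1.22. The alternatives set beforehand gave 0.10 to 0.30, 0.02 to 0.30, 0.05 to 0.18 and −0.15 to −0.09, NC without the shared barcodes gave 0.30, 0.14, 0.20 and −0.18, cells placed alike gave 0.13, 0.06, 0.04 and −0.08, and all differ. CDH without its Ca4-rich cluster, chosen after seeing the values, gave −0.83, −1.85, −1.24 and −0.76, lower by construction, and edgeR then called 0 of the paper's 4 genes in CDH against NC. That setting gave Ednrb −2.01 against 2HC (adjusted p = 0.002, edgeR), also lower by construction.

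The paper states that Ca4+ ECs fell again from NC to CDH, and here the shares were 14.0% and 13.6% with overlapping intervals. Both lay under the healthy libraries, but thinned to 1000 UMIs CDH no longer lay under 2HC New. As 95.1% of the CDH barcodes were also in NC, similar shares were partly built in. NC without those barcodes had a share near that of CDH, which cannot decide the question if the shared cells come from NC lungs. The paper states that Ca4 was unique to the microvascular clusters, and here a Ca4 UMI was found in 5.26% of arterial ECs and in 7 of 150 venous ECs of 2HC, all 7 in 2HC Original, against 19.7% of mvECs and 0.402% of macrophages, while arterial ECs had one in 1 of 228 cells in NC and 1 of 125 in CDH. It states that the 4 genes were also lower in CDH than in 2HC, and here Ca4 stood at −0.48, Ednrb at −0.09, Pcdha13 at −0.04 and Apln at −0.25 with all CDH cells, with 0 of them called by edgeR, DESeq2 or limma-voom and 0 at an unadjusted p under 0.05. It states that apoptosis was increased in NC mvECs, and here 6 of 18 apoptosis genes were higher and 12 lower, with none called. It states that inflammation did not pass in NC, and here the MHC class II gene RT1-Da was higher in NC by 2.56 and in CDH by 2.47. RT1-Da lost its call in both groups under DESeq2, under limma-voom and without possible doublets. Of the genes by which endothelium recruits leukocytes, 0 were called in either group by edgeR, DESeq2 or limma-voom.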

Other observations

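The tests of the Ca4-rich cluster and of CDH molecules in NC were chosen after the result was seen, and those of the macrophage and MHC class II genes before.

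Among retinoic acid genes, Cyp26b1 was low in mvECs of both nitrofen groups. Of 9 tested, 5 were lower in NC, with Cyp26b1 called over all genes and 3 called when adjusted over the list alone (camera adjusted p = 0.000121, adjusted p = 0.703 with an estimated correlation), and in CDH Cyp26b1 had a log2FC of −1.43 (SE 0.39, adjusted p = 0.0594, edgeR, with the spread of the 2 healthy libraries), or −1.47 outside the dividing clusters (adjusted p = 0.0325, edgeR). Oxidative phosphorylation genes were lower in CDH mvECs in 73 of 89 cases (camera adjusted p = 1.24e-12, adjusted p = 0.679 with an estimated correlation) and against NC in 76 of 89 (1.24e-09, adjusted p = 0.970 with an estimated correlation), or 79 of 89 without the shared barcodes (5.73e-17, adjusted p = 0.991 with an estimated correlation). Ribosomal protein genes were lower against NC in 64 of 67 cases (camera adjusted p = 2.78e-07, adjusted p = 0.970 with an estimated correlation), or 64 of 66 without the shared barcodes (2.96e-13, adjusted p = 0.991 with an estimated correlation). Of the 2 lists, 0 genes at an unadjusted p under 0.05 by edgeR became 9 and 5 without the shared barcodes, with 0 called. Erythroid genes were lower in all 9 cases in CDH and in NC mvECs, with 1 and 2 called by edgeR, 0 and 0 by DESeq2 and 0 and 1 by limma-voom. Erythroid transcripts made up 1.46% of mvEC UMIs in 2HC Original, 0.568% in 2HC New, 0.451% in NC and 0.418% in CDH. The fall was thus larger against 2HC Original. The embryonic hemoglobin gene Hbe1 stood at 13.9 CPM in 2HC Original, 59.8 in 2HC New, 5.06 in NC and 10.1 in CDH, and its log2FC of −1.82 in CDH went to −0.46 without 2HC New.

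The 4 genes that the paper reports lower in CDH than in NC mvECs had log2FC of 0.15, 0.07, 0.05 and −0.09 here, and a candidate explanation is that a Ca4-rich cluster was counted apart from mvECs in CDH alone, since a deposited name, mv ECs high in Ca4, occurs only in CDH (on 6 cells, none an mvEC here) and Ednrb stood at 793 CPM in the Ca4-high cluster of CDH and 75.0 in its other mvECs. Of the 64 genes of the paper's list that are lower in CDH, 10 were over 0.75 lower there than here, and 8 of these (80.0%) were over 2-fold higher in the Ca4-high cluster, against 1 of the other 54 (1.85%), but the 4 genes that raised the idea are among the 8. Of the 41 genes that are higher in CDH there, 19 were over 0.75 higher than here, by up to 3.18 (Pla2g1b), and 13 of these differed by less than 2-fold between the Ca4-high cluster and the other mvECs, so leaving out that cluster would not explain them. Leaving out the Ca4-rich cluster of CDH clustered alone (370 mvECs) gave 4 negative values, of which the highest was −0.76. The Ca4-high cluster is a different one, with 118 CDH cells. Leaving that one out gave log2 ratios of −0.78 for Ca4, −0.903 for Ednrb, −0.61 for Pcdha13 and −0.271 for Apln, all nearer to 0 than the paper's. Cells chosen for these genes lower them by construction, so neither test can tell. In all, 4 ways of choosing CDH cells were tried. Their root mean square gaps to the paper were 0.954 with all 799 cells, 0.877 with 681, 0.895 with 688 and 0.721 with 429. If the shared cells come from CDH lungs, a median of 0.17 for the 4 genes without them argues against CDH molecules in NC as what hides a difference, but if they come from NC lungs, which was not tested, CDH holds few cells of its own and a difference stays open, as does a biological effect of compression, also untested.

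Macrophage genes were higher in CDH mvECs, and free RNA from macrophages is a candidate explanation. It needs the same rise in types that should lack these genes. The lower median log2 ratio of matrix fibroblasts and AT1 cells was 0.99, against 1.12 in mvECs. Matrix fibroblasts differ in cluster between 2HC Original and CDH, and 111 of 150 AT1 cells of 2HC New lay in a cluster with 0 CDH cells. The unnamed cluster led by C1qa, however, held a smaller share of cells in CDH (61 of 6453) than in either healthy library. Droplets that hold an mvEC and an immune cell are argued against, since mvECs with at least 10 UMIs of the list held 3.27% of its UMIs in CDH. For MHC class II genes, the median log2 ratio in mvECs with no UMI of the 5 immune genes was 1.24 over 2 genes that disagree (RT1-Da 2.35, Cd74 0.126), so ECs that express them and free RNA cannot be told apart, and matrix fibroblasts gave 1.52. Other ECs disagreed as well. RT1-Da in CDH against 2HC stood at 0.30 (SE 0.93) in mvProlif cells and at 6.89 (SE 1.60) in arterial ECs. These values rest on 5 and 12 UMIs in CDH, too few to decide.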
